# Single-cell RNA-sequencing identifies the developmental trajectory of C-Myc-dependent NK1.1^−^ T-bet^+^ intraepithelial lymphocyte precursors

**DOI:** 10.1038/s41385-019-0220-y

**Published:** 2019-11-11

**Authors:** Jonas F. Hummel, Patrice Zeis, Karolina Ebert, Jonas Fixemer, Philip Konrad, Christian Schachtrup, Sebastian J. Arnold, Dominic Grün, Yakup Tanriver

## Abstract

Natural intraepithelial lymphocytes (IELs) are thymus-derived adaptive immune cells, which are important contributors to intestinal immune homeostasis. Similar to other innate-like T cells, they are induced in the thymus through high-avidity interaction that would otherwise lead to clonal deletion in conventional CD4 and CD8 T cells. By applying single-cell RNA-sequencing (scRNA-seq) on a heterogeneous population of thymic CD4^−^CD8αβ^−^TCRαβ^+^NK1.1^−^ IEL precursors (NK1.1^−^ IELPs), we define a developmental trajectory that can be tracked based on the sequential expression of CD122 and T-bet. Moreover, we identify the Id proteins Id2 and Id3 as a novel regulator of IELP development and show that all NK1.1^−^ IELPs progress through a PD-1 stage that precedes the induction of T-bet. The transition from PD-1 to T-bet is regulated by the transcription factor C-Myc, which has far reaching effects on cell cycle, energy metabolism, and the translational machinery during IELP development. In summary, our results provide a high-resolution molecular framework for thymic IEL development of NK1.1^−^ IELPs and deepen our understanding of this still elusive cell type.

## Introduction

Intraepithelial lymphocytes (IELs) are an important component of the epithelial barrier that constitutes the boundary between the body and the environment. The intestine consists of various innate and adaptive immune cells that execute specific functions to maintain epithelial integrity and intestinal immune homeostasis.^1^ Here adaptive immune cells can be broadly divided into induced and natural IELs.^2^ Natural IELs comprise both T cell receptor (TCR) γδ^+^ and TCRαβ^+^ T cells, which lack the classical co-receptor CD4 or CD8αβ (double negative (DN)) but instead largely express the homodimer CD8αα. Natural TCRαβ^+^ IELs are selected and fate-determined in the thymus through high affinity TCR interaction with self-peptide major compatibility complex (MHC) in a process termed “agonist selection.”^3,4^ This pathway is not unique to natural TCRαβ^+^ IELs as other lineages, e.g., invariant natural killer T (NKT) cells and thymic regulatory T cells, also require strong TCR interactions for their development.^5,6^ In contrast, such strong interaction would result in the clonal deletion of conventional CD4 and CD8αβ single-positive (SP) T cells, which are selected by low affinity TCR stimulation.^7^

Strong agonist interaction in thymocytes correlates with the induction of several transcription factors (TFs; e.g., Helios, Nur77, and Egr2) and expression levels of surface molecules (e.g., programmed cell death protein 1 (PD-1), CD5, CD4, CD8αβ, and CD69).^8,9^ Of particular interest in this context is the induction of PD-1, which has been proposed as a unifying and discriminatory marker of thymocytes with a history of strong agonist selection. For example, αβTCRs cloned from intestinal natural IELs and re-expressed in a timely fashion during thymocyte development primarily gave rise to natural IELs.^10^ Moreover, the same study could show that, during thymic development, these cells sequentially lost CD4 and CD8αβ after positive selection and gained the expression of CD69, Nur77, Helios, Egr2, and PD-1.^10^ In support of these findings, another group identified thymic IEL precursors (IELPs) as CD4^−^CD8αβ^−^TCRαβ^+^Thy1^+^CD5^+^CD122^+^PD-1^+^.^11^ Finally, the expression of PD-1 marks autoreactive CD4^+^ T cells that are deleted via Bim-dependent apoptosis.^12^ In contrast, a more recent report used temporary fate mapping and SPADE (spanning-tree progression analysis of density-normalized events) analysis of flow cytometric data to propose that natural TCRαβ^+^ IELs are the progeny of two non-related thymic precursors.^13^ Intriguingly, one precursor population (named “type A” IELPs) was NK1.1^−^PD-1^+^T-bet^−^, whereas the other showed an opposite profile (named “type B” IELPs: NK1.1^+^PD-1^−^T-bet^+^). This new distinction was possible as the authors used CD1d tetramers to more precisely exclude NKT cells instead of the commonly used anti-NK1.1 antibody.^13^

In addition to fate determination, strong agonist selection in conjunction with interleukin (IL)-15 signaling induces the T-box TF T-bet, which plays a non-redundant role in proliferation and differentiation of IELPs.^14,15^ Similarly, TCR affinity and cytokine signaling are also important for activation of conventional T cells. These separate events are then integrated by the TF C-Myc,^16,17^ which connects T cell stimulation to cell cycle progression and proliferation, in parts through adaption of the cellular metabolism.^18^ Vice versa, T cell-specific knockouts of C-Myc are severely deficient for natural TCRαβ^+^ IELs.^19^ This phenotype is reminiscent of *Il15*^−^^*/*^^−^ and *Tbx21*^−^^*/*^^−^ mice;^14,20^ however, the role of C-Myc within this network in IELPs remained to be determined.

A fundamental problem of deciphering the pathway of IELP development is the cellular heterogeneity of thymic DN TCRαβ^+^ cells. So far, this issue has been mostly addressed by using TCR transgenic mouse systems and multi-color flow cytometry, which have given us valuable insights. However, both of these approaches have their intrinsic limitations, as they are reductionist approaches with a restricted TCR repertoire and a focus on “anticipated” targets, respectively. To overcome these obstacles, we combined a hypothesis-driven approach with the powerful tool of single-cell RNA-sequencing (scRNA-seq) and machine learning to gain unprecedented access to the stepwise process of thymic IEL development.^21^ scRNA-seq unraveled the developmental trajectory of thymic NK1.1^−^ IELPs, which can be tracked based on the sequential expression of CD122 and T-bet. Furthermore, we identify Id2 and Id3 as novel regulators of IELP development and show that all NK1.1^−^ IELPs progress through a PD-1 stage that precedes the induction of T-bet. We could further unravel that this transition is guided by the TF C-Myc, which not only regulates cell cycle but also has a profound impact on energy metabolism and overall protein synthesis. In summary, we provide a detailed picture of IEL development of NK1.1^−^ IELPs, which broadens and deepens our understanding of agonist-selected T cells.

## Results

### Single-cell transcriptomics reveal thymic differentiation pathway of NK1.1^−^ IELPs

Historically, IELPs have been defined as DN TCRαβ^+^NK1.1^−^ thymocytes.^22^ However, recent reports have shown that based on TFs and surface molecules this population is highly diverse without an unambiguous differentiation model of natural TCRαβ^+^ IELs. This diversity might be explained by an undiscovered heterogeneity and plasticity, which can be revealed based on differences in gene expression. To characterize the heterogeneity and to uncover a developmental trajectory, we applied scRNA-seq on thymic DN TCRαβ^+^NK1.1^−^ IELPs (Supplementary Fig. 1a). We used CD4 and NK1.1. to exclude NKT cells from our sorting strategy (Supplementary Fig. 1a, b), hence the presented data primarily focuses on recently termed “type A” IELPs.^13^ Since not all NKT cells express NK1.1 in the thymus, we additionally stained bulk thymocytes with αGalCer:CD1d^+^ tetramer, which demonstrated that less than 3% of DN TCRαβ^+^NK1.1^−^ IELPs are potentially NKT precursors (Supplementary Fig. 1c). As shown before by us,^14,15^ NK1.1^−^ IELPs harbor a significant population of cells that express T-bet (Supplementary Fig. 1a). Since T-bet is a lineage-defining TF for IELs and only a minority of all IELPs express T-bet, we used 4-week-old T-bet ZsGreen reporter (TBGR) mice^23^ for index sorting of IELPs based on T-bet (i.e., ZsGreen) expression.^15^ We randomly sampled and sorted the following populations: CD122^−^T-bet^−^, CD122^+^T-bet^−^, CD122^+^T-bet^intermediate(int)^, and CD122^+^T-bet^high^ IELPs in equal numbers (Supplementary Fig. 1a), thus we enriched for T-bet^int^ and T-bet^high^ IELPs, as they would be underrepresented using an unbiased sorting strategy. With this strategy, we hypothesized that all developmental steps were captured, from which we could derive potential differentiation trajectories. 

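Single NK1.1- IELPs of 1 TBGR mouse of 4 weeks were sorted by CD122 and ZsGreen, the reporter of T-bet, into the wells of plates as 4 populations. Each population gave 2 libraries of 96 cells, which were prepared by CEL-Seq2, an assay that reads transcripts at their 3′ end and marks each molecule with a UMI of 6 bases. The authors aligned the reads to the transcripts of the GENCODE VM9 annotation with bwa and counted the UMIs of each gene in each cell. The libraries of a population are numbered here in the order of their labels. The authors corrected the number of UMIs seen for those drawn more than once and deposited the result as an estimated count of transcripts, without normalization. These expected counts were rounded here to whole transcripts. Mitochondrial genes and spike-ins were left out, and cells with fewer than 2000 transcripts or with more than 2% of transcripts from *Kcnq1ot1* were removed. No cell with at least 2000 transcripts exceeded the limit on *Kcnq1ot1*, and 678 of 768 cells passed. Of these, 174 CD122-T-bet-, 186 CD122+T-bet-, 171 CD122+T-bet int and 147 CD122+T-bet high cells remained. Their median number of transcripts per cell was 5118, 7074, 6348 and 4309, respectively. The medians of the 2 libraries of a population lay close together except in CD122+T-bet high cells, where they were 4835 and 3805. Cells were sorted singly, so no search for doublets was run. For each population, the transcripts of a gene were summed over its cells and divided by the sum of all genes, and values are given per 1000000 transcripts (CPM). The sums hold 980381, 1468961, 1292437 and 704825 transcripts in the order above. Intervals are exact 95% Poisson intervals for sums and exact 95% binomial intervals for shares, and they cover counting error only. Ratios are on the log2 scale, after 0.5 transcripts had been added to each sum. All cells come from 1 mouse, so the cells and the libraries are not replicates of a condition and no test was run between populations. The spread between the 2 libraries of each population is used instead as a measure of technical error. Where the median of all genes with at least 100 transcripts moved by more than 0.1 between 2 populations, ratios are also given relative to it. This median was 0.34 for CD122+T-bet- over CD122-T-bet- cells and −0.22 for CD122+T-bet high over CD122+T-bet int cells.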

After library preparation and sequencing, we obtained 645 high-quality RNA profiles of IELPs with at least 2000 transcripts per cell. Irrespective of the four sorted populations, total cells were then clustered using the RaceID3 algorithm^24^ and a putative lineage tree was derived using StemID2.^25^ We obtained five clusters, which form a single differentiation trajectory with no branching points (Fig. 1a). 

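Neither RaceID3 nor StemID2 was run here, so the clusters below carry their own numbers and no links between clusters were tested. The counts of each of the 678 cells were rescaled to 2000 transcripts, and 236 variable genes were kept, without genes that correlate with cell cycle genes or with markers of low-quality cells. Cells were grouped by k-medoids into 5 clusters on the correlation of these genes. The clusters held 108, 24, 196, 187 and 163 cells. In all, 539 of 678 cells, or 79.5% (95% interval 76.3 to 82.5), lay in a cluster in which their own sorted population was the most frequent. This share was 79.9% with 4 clusters and 80.2% with 6. It moved most, to 64.2%, when the genes that mark low-quality cells were kept among the variable genes. The paper removed such genes from its data. Here they were left out of the rescaling and of the variable genes, but still counted for the minimum. This step was not written into the plan and was taken up after the counts, though not yet any clusters, had been seen.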

Next, we mapped the phenotype of our index sorted cells individually onto those clusters to test whether the development of IELPs can be tracked based on the expression of CD122 and T-bet. Clusters 5 and 2 represent the opposite ends of the inferred trajectory and almost solely consist of CD122^−^Tbet^−^ and CD122^+^T-bet^high^ cells, respectively (Fig. 1a, middle). 

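In the clustering made here, cluster 1 held 106 of the 174 CD122-T-bet- cells (60.9%). After correction for the sizes of the populations, CD122-T-bet- cells made up 98.3% of that cluster. At the other end, 137 of the 147 CD122+T-bet high cells (93.2%) were found in cluster 5, where they made up 86.1%. The small cluster 2 held 17 CD122-T-bet- and 5 CD122+T-bet high cells, and its cells had a median of 3777 transcripts, fewer than in any of the 4 populations.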

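In the summed transcripts of the TBGR mouse, *Id2* reached 1709.6 CPM (1614 to 1809) in CD122+T-bet high cells against 453 (417 to 491) in CD122+T-bet int cells, a log2 ratio of 1.92, or 2.13 relative to the median of all genes. *Klrb1c*, which encodes NK1.1, rose from 39.5 to 563 CPM, a log2 ratio of 3.82 (3.41 to 4.29), or 4.04 relative to the median of all genes. *Klrk1*, which encodes NKG2D, rose from 7.74 to 555 CPM, a log2 ratio of 6.10 (5.27 to 7.24), or 6.31 relative to the median of all genes. For all 3 genes, both CD122+T-bet high libraries lay above both CD122+T-bet int libraries. No *Klrb1c* transcript was seen in CD122-T-bet- cells, which allows up to 3.76 CPM. Cluster 5 of the clustering made here was mature T-bet+ IELP-like, as 6 of its 10 leading genes were markers set for that type in advance (*Gzmb*, *Ly6c2*, *Fgl2*, *Klrk1*, *Klrb1c* and *Id2*). The paper's heat map shows the same 6 genes for its cluster 2, chosen from these same cells, so the name is no independent identification. Among the other genes with the largest rise in CD122+T-bet high cells, *Styk1* had 119 transcripts against 1 in CD122+T-bet int cells, *Cdh1* 104 against 1, *Klrc1* 242 against 3 and *Klre1* 130 against 2. The largest falls were those of *Emb* (0 against 368), *Tnni1* (0 against 133), *Nrgn* (2 against 661), *Klrb1a* (1 against 174) and *Igfbp4* (1 against 168). Of the alternative ways of counting, leaving out a single CD122+T-bet int library moved the ratio of *Klrk1* most, to between 5.37 and 7.20.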

Cluster 5 (CD122^−^T-bet^−^) establishes the root of the tree, consisting of the most undifferentiated cells, and cluster 2 (CD122^+^T-bet^high^) constitutes the end point (Fig. 1a), comprising mature IELPs expressing high levels of *Id2*,^26^ known to be upregulated by intestinal IELs (Fig. 1b, c), and NK cell markers^27^ such as *Klrb1c* and *Klrk1* (Supplementary Fig. 1e). For the other three clusters, only two significant inter-cluster links were inferred connecting these clusters to their previous and subsequent clusters on the predicted trajectory. Hence, on this trajectory cluster 3 succeeds cluster 5 and mainly consists of CD122^+^T-bet^−^ cells, followed by cluster 1, which comprises both CD122^+^T-bet^−^ and CD122^+^T-bet^int^ cells. 

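Cluster 3 of the clustering made here took in 139 of the 186 CD122+T-bet- cells (74.7%), which made up 69.5% of it after correction for population size. It was agonist-selected PD-1+ IELP-like, with *Pdcd1*, *Ikzf2* and *Nr4a1* among its leading genes, and no separate cluster was shared evenly by CD122+T-bet- and CD122+T-bet int cells. *Il2rb*, which encodes CD122, rose from 7.14 (2.87 to 14.7) CPM in CD122-T-bet- cells to 269 (243 to 297) in CD122+T-bet- cells. After each cell had been thinned to 2000 transcripts, 1.72% and 41.4% of these cells had an *Il2rb* transcript (2.87% and 73.7% before thinning). Among genes with at least 100 transcripts and no overlap between libraries, those with the largest rise from CD122-T-bet- to CD122+T-bet- cells were *Klrb1a* (0 and 179 transcripts), *Amica1* (0 and 109), *Cenpe* (1 and 159), *Klra1* (1 and 119) and *Ccnb2* (1 and 102). The largest falls were in *Gzma* (158 and 7), *Ccr9* (1325 and 106), *Cd4* (574 and 88), *Chl1* (111 and 17) and *Zbtb7b* (115 and 18).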

The next stage of the predicted trajectory is cluster 4 with a decreased frequency of CD122^+^T-bet^−^ cells and a majority of CD122^+^T-bet^int^ cells, ultimately giving rise to cluster 2 (Fig. 1a, middle), i.e., cluster 5→3→1→4→2. 

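Of the 171 CD122+T-bet int cells, 140 (81.9%) fell in cluster 4 of the clustering made here, and they made up 75.9% of it after correction for population size. From CD122+T-bet- to CD122+T-bet int cells the largest rises were in *Klrd1* (3 and 414 transcripts), *Ccl5* (4.93 on the log2 scale), *Klra7* (4.90), *Klra10* (4.57) and *Ly6c2* (3.33). *Cd74* went from 131 transcripts to 2, and the next largest falls were in *Cd24a* (−3.26), *Blk* (−2.90), *Per1* (−2.77) and *Arhgap20* (−2.53).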

Since the sorted populations do not cluster separately but intermingle within individual clusters, a technical batch effect arising from the sorting strategy is unlikely. Thus the predicted trajectory supports our previous hypothesis that putative CD122^−^T-bet^−^ early NK1.1.^−^ 

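In the clustering made here, 48 of the 174 CD122-T-bet- cells (27.6%) lay in cluster 3, 41 of the 186 CD122+T-bet- cells (22.0%) in cluster 4 and 22 of the 171 CD122+T-bet int cells (12.9%) in cluster 5. Each library of the TBGR mouse held cells of a single sorted population, so within this mouse a difference between libraries and a difference between populations cannot be told apart. The TBGR *C-myc* fl/fl libraries each held 2 populations, and a change within a library cannot come from a difference between libraries. Within each of the 4 libraries of T-bet- cells of that mouse, the log2 ratio of CD122+T-bet- to CD122-T-bet- cells was above 0 for *Ikzf2* (0.70 to 2.86), *Id3* (0.71 to 2.52) and *Il2rb* (3.55 to 5.75), as in the TBGR mouse, and also for *Nr4a1* (1.14 to 1.82), which fell in the TBGR mouse. Over the summed cells of that mouse, the median of all genes moved by 0.63 between these populations. The lowest values of *Ikzf2* and *Id3* barely exceed that shift. From CD122+T-bet int to CD122+T-bet high cells, *Tbx21*, *Id2*, *Klrb1c*, *Klrk1*, *Id3*, *Ikzf2* and *Pdcd1* changed in the direction of the TBGR mouse within each of the other 4 libraries, and *Nr4a1* did in 3 of them.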

IELPs from the DN stage differentiate and go through a CD122^+^T-bet^−^ stage, followed by a CD122^+^T-bet^int^ stage to eventually become CD122^+^T-bet^high^ NK1.1^−^ IELPs (Fig. 1a, right).

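Cells were ordered here by diffusion pseudotime over 20 principal components, starting from a CD122-T-bet- cell, and divided into 10 bins of equal size. The start was the cell of that population farthest from the mean of CD122+T-bet high cells on the first diffusion component. The order therefore runs toward CD122+T-bet high cells by its construction, and a late peak of *Tbx21* in it is no independent result. On simulated cells made from the 4 populations, the order put in was recovered with a rank correlation of 0.988 over 115 genes. The median bin was 2 for CD122-T-bet-, 4 for CD122+T-bet-, 7 for CD122+T-bet int and 9 for CD122+T-bet high cells. Within 1 bin of that median lay 89.7%, 75.8%, 90.6% and 95.2% of the cells, respectively. Of the CD122+T-bet- cells outside this range, 20 were in bin 6 and 15 in bin 8, where most cells were CD122+T-bet int. This order describes similarity between cells of 1 mouse and was not tested for branches. The paper takes its predicted trajectory as support for an earlier hypothesis of its authors, by which putative early CD122-T-bet- IELPs pass through a CD122+T-bet- and then a CD122+T-bet int stage before they become CD122+T-bet high cells.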

**Fig. 1:**
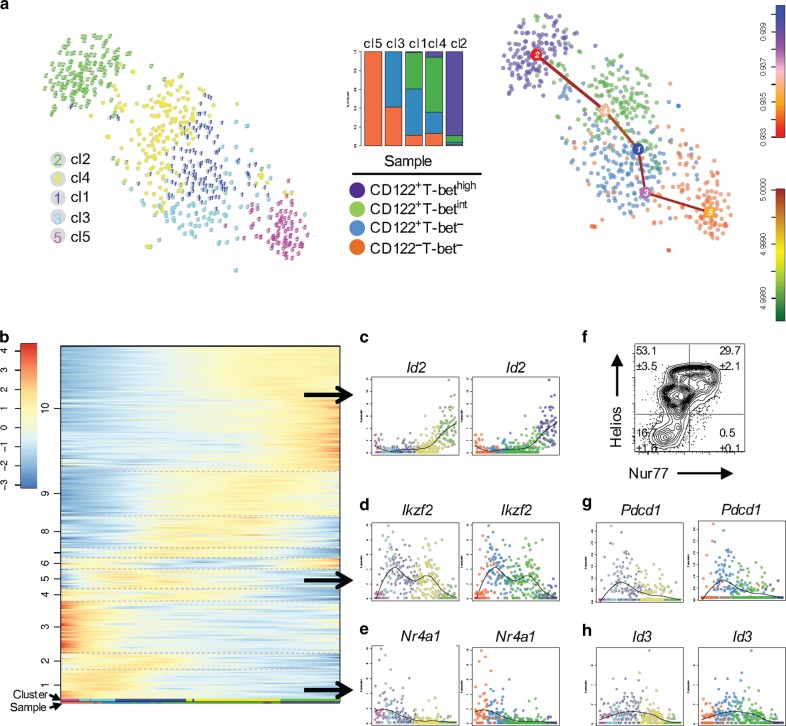
Single-cell transcriptomics reveal thymic differentiation pathway of IELPs. **a** *t*-distributed stochastic neighbor embedding (t-SNE) map representation of transcriptome similarities between 645 cells of 4-week-old TBGR mouse clustered by RaceID3 (left). Bar diagram showing the cumulative percentage of the sample contribution, normalized by sample size, to each cluster (mid). t-SNE map showing the sample information for RaceID3 clustered cells with an overlaid putative differentiation trajectory derived by StemID2 (right). **b** Self-organizing map (SOM) of *z*-score transformed pseudo-temporal expression profiles, grouped into 10 modules of co-expressed genes, along the putative differentiation trajectory (5→3→1→4→2). The pseudo-temporal order was inferred by StemID2-derived projection coordinates of all cells. The color codes below the SOM indicate the cluster information (upper panel) or sample information (lower panel). **c**–**e** Example expression profiles of the SOM-identified modules representing confirmed agonist-selection markers *Id2* (encodes for Id2) (**c**), *Ikzf2* (encodes for Helios) (**d**), and *Nr4a1* (encodes for Nur77) (**e**) along the predicted IELP differentiation trajectory from **b** with cluster information (left panel) and sample information (right panel). The black line in each plot indicates a local regression. **f** Correlation of agonist-selection markers Helios and Nur77 was also observed on protein level as shown by flow cytometric analysis of NK1.1^−^ IELPs from 6- to 12-week-old TBGR mice. Numbers denote the percentage of cells in the gate (Mean ± SEM) from three mice, experiments were performed twice, and one representative result is shown. **g**, **h** Expression profiles of *Pdcd1* (encodes for PD-1) (**g**) and *Id3* (encodes for Id3) (**h**) along the predicted IELP differentiation trajectory  from b with cluster information (left panel) and sample information (right panel). The black line in each plot indicates local regression

As StemID2 allows the derivation of a pseudo-temporal order of cells from their positions on the inter-cluster links,^24,25^ we inferred pseudo-temporal expression profiles for all genes and investigated expression dynamics along the predicted trajectory. Utilizing self-organizing maps (SOM), we grouped these profiles into 10 modules of co-expressed genes along the predicted differentiation trajectory (Fig. 1b). 

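No *Tbx21* transcript, the gene that encodes T-bet, was counted in CD122-T-bet- cells of the TBGR mouse, which allows up to 3.76 CPM. Only 2 were counted in CD122+T-bet- cells, 1.36 CPM (0.165 to 4.92). Its level was 48.0 (36.8 to 61.5) CPM in CD122+T-bet int cells and 165 (136 to 197) in CD122+T-bet high cells. The log2 ratio of CD122+T-bet int to CD122+T-bet- cells was 4.83, with a wide interval (3.23 to 8.22) because of the small count, and it was 6.07 without library 1 and 3.91 without library 2 of the CD122+T-bet- cells. From CD122+T-bet int to CD122+T-bet high cells the ratio was 1.77, or 1.99 relative to the median of all genes. With every cell thinned to 2000 transcripts, 7.60% of CD122+T-bet int and 21.1% of CD122+T-bet high cells had a *Tbx21* transcript (23.4% and 42.2% before thinning).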

Dynamic expression profile of *Tbx21* confirmed the faithfulness of the ZsGreen reporter in our study (Supplementary Fig. 1d). Previously, we demonstrated that prior to T-bet upregulation, IELPs are agonist-selected and express Helios.^14^ Thus we investigated the expression of agonist-selection markers along the predicted IELP differentiation trajectory. In agreement with our assumption, IELPs express *Ikzf2* (encodes for Helios) prior to *Tbx21* expression, starting in the CD122^−^T-bet^−^ stage and reaching its maximum in the CD122^+^T-bet^−^ stage (Fig. 1b, d). 

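*Ikzf2* was counted at 342 CPM in CD122-T-bet- cells (254 and 427 in the 2 libraries) and at 1344 in CD122+T-bet- cells (1232 and 1469), a log2 ratio of 1.97, or 1.64 relative to the median of all genes. It was 1058 CPM in CD122+T-bet int cells and 92.2 in CD122+T-bet high cells. Along the 10 bins of pseudotime, the mean of *Ikzf2* peaked in bin 4 at 1721 CPM and that of *Tbx21* in bin 9 at 150.0. The peak of *Ikzf2* thus preceded that of *Tbx21* by 50 percent of the cells in the order. Such a distance depends on the number of cells sorted from each population and does not measure time. This distance stayed between 40 and 60 percent with each library left out in turn and moved to 60 percent with 10 principal components. The plot of 6 genes by sorted population shows the library values. 

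**Figure D1:**
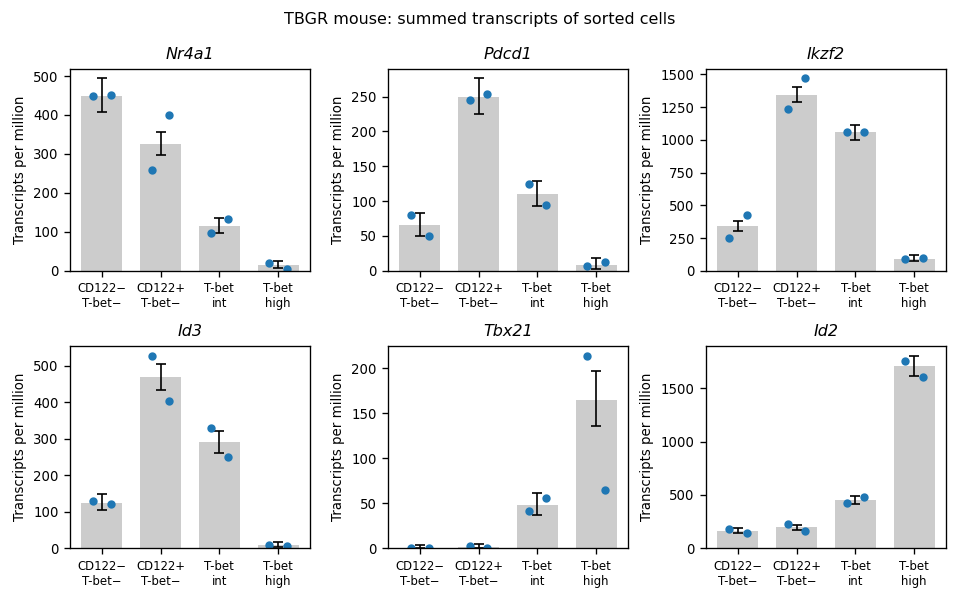
CPM (y axis) of 6 genes in the 4 sorted populations of the TBGR mouse (x axis), with sums over cells as grey bars, their 95% Poisson intervals as black lines and the 2 libraries as blue points. *Nr4a1* is highest in CD122-T-bet- cells, *Pdcd1*, *Ikzf2* and *Id3* in CD122+T-bet- cells, and *Tbx21* and *Id2* in CD122+T-bet high cells.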

The decline in *Ikzf2* expression is accompanied by the onset of Id2 expression in cluster 4, mainly comprising CD122^+^T-bet^int^ cells, thus marking the commitment to the IEL lineage (Fig. 1c). 

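Between CD122+T-bet- and CD122+T-bet int cells the log2 ratio of *Ikzf2* was −0.35 and that of *Id2* 1.22 (1.02 to 1.43). Libraries of the 2 populations did not overlap for either gene. Between CD122+T-bet int and CD122+T-bet high cells, *Ikzf2* fell further, with a log2 ratio of −3.51, or −3.29 relative to the median of all genes.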

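*Nr4a1* was highest in CD122-T-bet- cells of the TBGR mouse, at 449.8 CPM (449 and 451 in the 2 libraries). It was 325 CPM in CD122+T-bet- cells (258 and 399), 115 in CD122+T-bet int cells and 14.2 in CD122+T-bet high cells. The log2 ratio of CD122+T-bet- to CD122-T-bet- cells was −0.47 (−0.66 to −0.28), or −0.81 relative to the median of all genes. It was −0.17 without library 1 and −0.80 without library 2 of the CD122+T-bet- cells. In pseudotime its mean was highest in bin 1, at 513 CPM, and lowest at 5.79. *Nr4a2*, another gene of the family, rose from 75.5 to 294 CPM between CD122-T-bet- and CD122+T-bet- cells and peaked in bin 4, together with *Ikzf2*.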

In module 1, which is established slightly earlier than *Ikzf2* expression (module 5), we found other genes important for agonist selection of IELP such as *Nr4a1* (encodes for Nur77, Fig. 1b, e).^5^ This correlation was also evident on the protein level as shown by flow cytometry (Fig. 1f). With confidence in our predicted trajectory, we started to screen for genes with a pivotal role during IEL differentiation. Within the CD122^+^T-bet^−^ stage, we observed upregulation of *Pdcd1* (encodes for PD-1), which declines during the CD122^+^T-bet^int^ stage (Fig. 1g). Hence, NK1.1^−^ IELPs progress through a PD-1^+^ stage prior to the upregulation of T-bet. 

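*Pdcd1* was counted at 65.3 CPM in CD122-T-bet- cells (80.6 and 50.3 in the 2 libraries), 249 in CD122+T-bet- cells (245 and 254) and 109.9 in CD122+T-bet int cells (124 and 94.9). The log2 ratio was 1.92 (1.55 to 2.34) for the rise, or 1.59 relative to the median of all genes, and −1.18 (−1.47 to −0.90) for the fall. Both differences were larger than the spread between libraries. After thinning of every cell to 2000 transcripts, the log2 ratio was 2.34 for the rise. For the fall it was −0.70, smaller than the interval above allows.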

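With every cell thinned to 2000 transcripts, 7.47% of CD122-T-bet-, 29.6% of CD122+T-bet-, 21.1% of CD122+T-bet int and 2.72% of CD122+T-bet high cells had a *Pdcd1* transcript. Before thinning these shares were 14.4%, 61.8%, 38.6% and 4.08%. In pseudotime, *Pdcd1* peaked in bin 4 at 269 CPM, earlier than *Tbx21*. Its peak moved from 35 to 55 percent of cells without CD122+T-bet int library 2, still ahead of that of *Tbx21* at 85 percent.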

Interestingly, in the same module containing *Ikzf2*, we found the expression of *Id3*. 

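*Id3* was counted at 124 (103 to 149) CPM in CD122-T-bet- cells of the TBGR mouse. It reached 468 (434 to 505) in CD122+T-bet- cells and 289 (261 to 320.2) in CD122+T-bet int cells. Along pseudotime it was highest in bin 5, at 511 CPM, where 47 cells were CD122+T-bet- and 11 were CD122+T-bet int.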

*Id3* expression initiates at the CD122^−^T-bet^−^ stage and peaks in cluster 1, at the interface of the CD122^+^T-bet^−^ and the CD122^+^T-bet^int^ stage (Fig. 1h). Thus we anticipated that Id3 might play a crucial role during IELP development.

### Id3 regulates the pool size of thymic IELPs

Next, and to validate the power of our scRNA-seq derived developmental trajectory, we focused on the Id proteins Id2 and Id3. Id3 is a helix–loop–helix (HLH) TF that belongs to the family of Id proteins, which consists of four members in vertebrates (Id1, Id2, Id3, and Id4). Id proteins inhibit the transcriptional activity of another class of HLH proteins, the E-proteins, by forming heterodimeric complexes with the latter and thus inhibiting their DNA-binding capacity.^28^ In the immune system, E-proteins are crucial for lineage commitment, differentiation, and lymphocyte function. For example, in T cells Id3 is induced upon TCRβ selection at DN3b, remains high in naive T cells, and shows a bimodal pattern in memory T cells.^29,30^ As a result, Id3-deficient mice show defects in thymic development, steady-state function, and long-term memory formation of T cells.^29,30^ To interrogate the role of Id3 in IELs, we took advantage of Id3-GFP reporter mice, in which *Gfp* is inserted into the *Id3* locus and thus creating a functional null allele (*Id3*^*Gfp/+*^).^29^

Similar to CD4 and CD8 SP T cells, most IELPs were GFP^+^ (i.e., Id3^+^) (Supplementary Fig. 2a). Careful analysis of IELPs from *Id3*^*Gfp/+*^ mice further revealed that there was a slight, but significant, increase of green fluorescent protein (GFP) expression when IELPs co-expressed CD122 (Fig. 2a). T-bet^+^ IELPs remained GFP^+^ (Fig. 2b). In contrast, IELPs in *Id3*^*Gfp/Gfp*^ mice (i.e., *Id3* knockout mice) expressed less CD122 (Fig. 2a) and as a result had a significant reduction in CD122^+^T-bet^+^ IELPs (Fig. 2c). Of note, IELPs from *Id3*^*Gfp/Gfp*^ mice showed a significant increase in GFP expression when compared to *Id3*^*Gfp/+*^ mice (Fig. 2a, b). One potential explanation for the higher GFP levels in *Id3*^*Gfp/Gfp*^ mice could be that GFP is expressed from both *Id3* alleles. Hence, this would translate into a doubling of GFP expression, if it were the only reason. In addition, the absence of T-bet^+^ IELPs in the thymus of *Id3*^*Gfp/Gfp*^ mice could generate a backward loop that provides *Id3*-inducing signals to compensate for that loss, which would also lead to increase in GFP in *Id3*^*Gfp/Gfp*^ mice. To get more insight, we analyzed IELPs from *Id3*^*Gfp/+*^ and *Id3*^*Gfp/Gfp*^ mice with additional markers versus GFP. For example, plotting GFP versus the developmental markers CD24 (decreases during maturation, Klose et al.^15^) allowed us to distinguish three major populations (i.e., CD24^+^GFP^−^; CD24^+^GFP^+^; CD24^−^GFP^+^), of which two were GFP^+^ (Fig. 2d, e). Comparing the mean fluorescent intensity (MFI) for GFP in the corresponding subpopulation showed an increase by a factor of >4 in CD24^+^GFP^+^ but only a factor of 2 in more mature CD24^−^GFP^+^ IELPs (Fig. 2e). This would favor the idea of a bi-allelic *Id3* (*Gfp*) expression in combination with *Id3*-inducing signals in at least a subpopulation of IELPs from *Id3*^*Gfp/Gfp*^ mice. Despite this potential bi-allelic expression, *Id3*^*Gfp/+*^ mice showed no overt phenotype and no perturbances in their IELPs or CD8α^+^ IELs. Similar to Id3, Nur77 is induced and regulated by the strength of the TCR signal during thymic development. Interestingly, we saw a significant drop in the percentage of Nur77 in IELPs from *Id3*^*Gfp/Gfp*^ mice (Fig. 2f, g). Hence, our data would be in line with a model in which absence of Id3 leads to perturbed TCR signaling cascade, demonstrated by a reduction in Nur77 expression, that impedes clonal deviation into the IEL lineage. In contrast to the results from the reporter mice, quantitative real-time PCR (qPCR) from sorted IELP subpopulations showed a profound reduction in *Id3* mRNA in CD122^+^T-bet^−^ and CD122^+^T-bet^+^ IELPs (Supplementary Fig. 2b), which is also in line with our scRNA-seq data. This discrepancy between *Id3* mRNA and Id3-GFP expression was not restricted to IELPs but also observed in other thymocyte populations (Supplementary Fig. 2a, b) and has been shown before.^30^ Hence, it is most likely that the expression or stability of GFP is differentially regulated in different thymocyte subsets and not always fully reflects endogenous *Id3* expression in wild-type (WT) mice. This must be taken into account when working with Id3 reporter mice. 

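In the summed transcripts of the TBGR mouse, the log2 ratio of *Id3* in CD122+T-bet- to CD122-T-bet- cells was 1.91 (1.63 to 2.20), or 1.57 relative to the median of all genes. The CD122+T-bet- libraries held 528 and 402 CPM, above the 128 and 121 of the CD122-T-bet- libraries. From CD122+T-bet- to CD122+T-bet int cells the ratio was −0.69 (−0.88 to −0.51). In CD122+T-bet high cells only 5 transcripts were counted, 7.09 (2.30 to 16.6) CPM, and the ratio to CD122+T-bet int cells was −5.21, or −5.00 relative to the median of all genes. The samples measured by qPCR were not analysed here.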

Ultimately, Id3 deficiency resulted in a significantly reduced numbers of CD8α^+^ TCRαβ^+^ IELs in the small intestine of *Id3*^*Gfp/Gfp*^ mice, whereas CD8αβ^+^ TCRαβ^+^ IELs were overrepresented as compared to *Id3*^*Gfp/+*^ mice (Fig. 2h, i). CD8αα^+^ TCRγδ^+^ IELs were not affected by the absence of Id3 (Fig. 2h, i, Supplementary Fig. 2c). The observed reduction of *Id3* during IELP differentiation (Supplementary Fig. 2b) continued in the small intestine, where the majority of CD8α^+^ TCRαβ^+^ IELs had lost GFP, whereas the CD8αβ^+^ TCRαβ^+^ IELs showed a bimodal pattern similar to conventional memory T cells (Fig. 2j). The fact that CD8αα^+^ TCRαβ^+^ IELs are T-bet^+^ and CD122^+^ but Id3^−^ (GFP^−^) in *Id3*^*Gfp/+*^ mice (Fig. 2j) clearly shows that Id3 is not essential for the maintenance of T-bet or CD122 in WT mice. In summary, this data is consistent with a model in which the timely expression of Id3 during thymic development is important for the induction of CD122 and T-bet in IELPs, which cannot be fully compensated for in *Id3*^*Gfp/Gfp*^ mice.

**Fig. 2:**
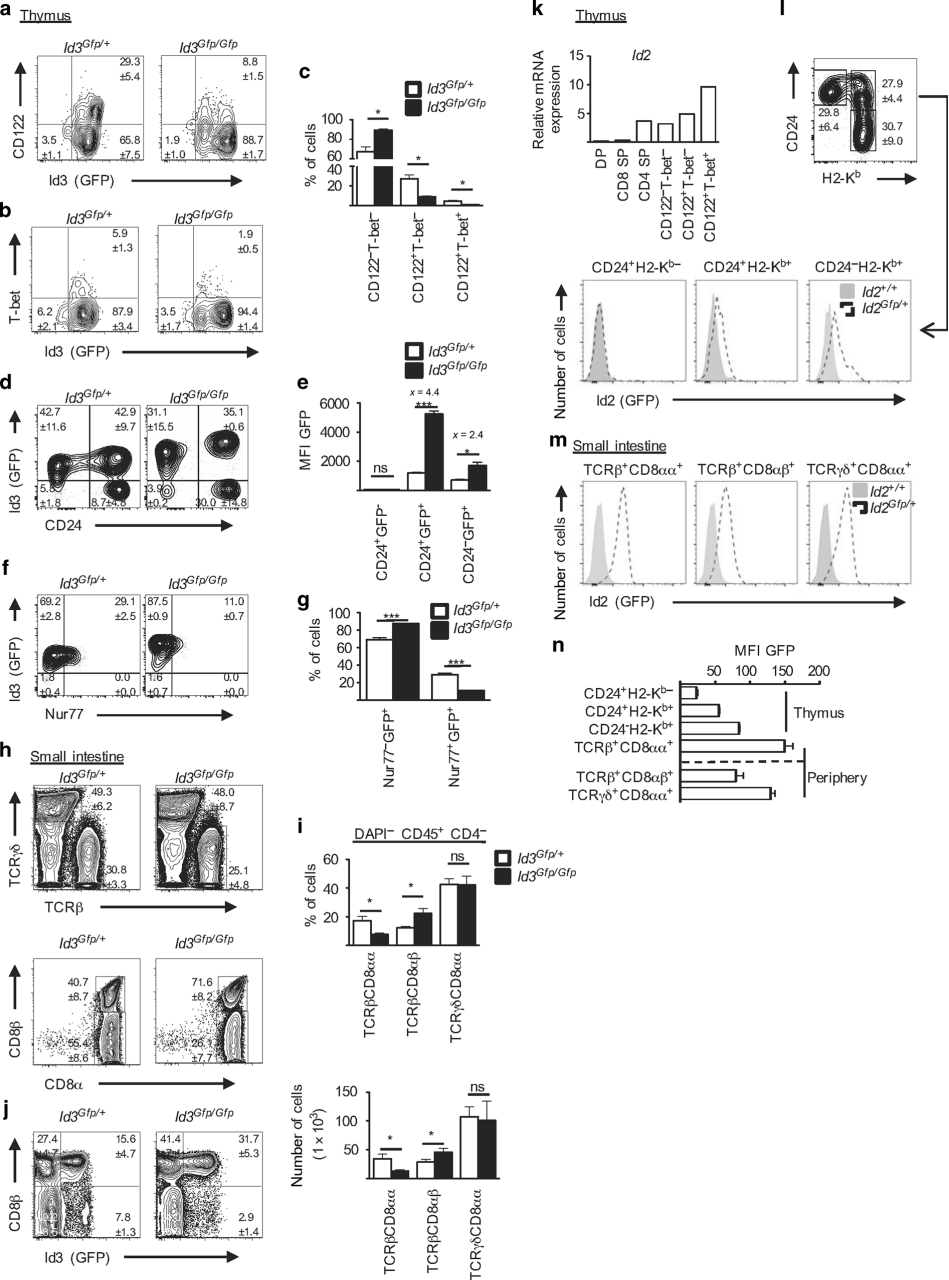
Id3 regulates the pool size of NK1.1^−^ IELPs. **a**, **b** Flow cytometric analysis of thymocytes of 6–12-week-old *Id3*^*Gfp/+*^ (littermate controls) and *Id3*^*Gfp/Gfp*^ mice. Cells were pre-gated on NK1.1^−^ IELPs as shown in Supplementary Fig. 1a and analyzed for Id3 (GFP) expression vs. CD122 (**a**) and T-bet (**b**). Bar diagram represents percentage (Mean ± SEM) of NK1.1^−^ IELP subpopulations based on CD122 and T-bet expression as in **a**, **b**. **d** Contour plot shows GFP vs. CD24 expression in thymic NK1.1^−^ IELP. **e** Bar diagram shows GFP MFI from **d**. **f** Contour plot shows GFP vs. Nur77 expression in thymic NK1.1^−^ IELPs. **g** Bar diagram shows percentage (Mean ± SEM) of the indicated populations as gated in **f**. **h** Upper row shows flow cytometric analysis of lymphocytes isolated from the epithelium of the small intestine of 6–12-week-old *Id3*^*Gfp/Gfp*^ mice with *Id3*^*Gfp/+*^ littermates as controls. Cells were pre-gated on DAPI^−^ CD45^+^ CD4^−^. Lower row shows further flow cytometric analysis of TCRβ^+^ IELs for CD8β^+^ and CD8α^+^. Numbers denote the percentage of cells in the gate (Mean ± SEM). **i** Bar diagrams represent percentages (upper, Mean ± SEM) and absolute cell numbers (lower, Mean ± SEM) of TCRβ^+^ and TCRγδ^+^ IELs as shown in **h**. **j** Dot plot shows GFP expression of small intestine TCRβ^+^ IELs gated as in **h**. **a**–**j** Experiments were performed twice with at least six mice per genotype. **k** Bar diagram represents mRNA expression of *Id2* for different thymocyte populations from three 6–12-week-old TBGR mice performed by qPCR. **l** Flow cytometric analysis of thymocytes of 4–8-week-old *Id2*^*Gfp/+*^ mice. Dot plot shows the expression of CD24 vs. H2-K^b^ maturation of thymic NK1.1^−^ IELPs and numbers denote the percentage of cells in the gate (Mean ± SEM) from four mice. Histogram represents MFI expression of GFP (Id2) of the indicated thymic NK1.1^−^ IELP populations for *Id2*^*Gfp/+*^ and *Id2*^*+/+*^ mice as controls. **m** Histogram represent MFI expression of GFP (Id2) of the indicated IEL populations in the small intestine for *Id2*^*Gfp/+*^ and *Id2*^*+/+*^ mice from one representative mouse. **n** Bar diagram shows MFI (Mean ± SEM) of GFP (Id2) in thymic NK1.1^−^ IELPs and small intestine IELs as shown in **l**, **m** from four mice

The continuous downregulation of Id3 was reminiscent of T-bet^+^ iNKT1, which similar to CD8αα^+^ IELs also depend on IL-15 and T-bet for their development. This analogy was further strengthened by the continuous and inverse increase of Id2 as shown in the scRNA-seq data (Fig. 1c) and corroborated by reverse transcription (RT)–qPCR of sorted thymocytes populations (Fig. 2k). 

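*Id2* was counted at 162 (138 to 189) CPM in CD122-T-bet- cells of the TBGR mouse and at 194 (172 to 218) in CD122+T-bet- cells. Libraries of these populations overlapped, and the log2 ratio of 0.26 had an interval that included 0 (−0.03 to 0.55). Relative to the median of all genes it was −0.08, so a rise at this step was not detectable at this depth. In pseudotime *Id2* was highest in bin 9, at 1900.1 CPM.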

Finally, analysis of Id2 reporter mice (*Id2*^*Gfp/+*^) confirmed continuous increase of Id2 expression, by demonstrating a continuous increase of GFP (Id2) during thymic maturation of IELPs (Fig. 2l) and the highest GFP expression in intestinal CD8αα^+^ IELs (Fig. 2m, n). Hence, we can conclude that CD8αα^+^ IELs and iNKT1 share important components of their transcriptional circuitry, beyond T-bet, that also involves Id proteins.

### C-Myc regulates the induction of T-bet in unconventional and conventional T cells after TCR simulation

PD-1 is a temporary marker for thymocytes that have received a strong TCR stimulation and it has been suggested that these cells are destined for clonal deletion (conventional T cells) or clonal diversion (unconventional T cells, e.g., natural IELs, NKT cells).^4,12^ Although natural IELs require a strong agonist signal during their thymic development, there have been conflicting data in the past, whether all natural TCRαβ^+^ IELs progress through a PD-1^+^ stage during thymic development.^10,13^ In the thymus of WT (not shown) and TBGR mice, a large proportion of NK1.1^−^ IELPs are expressing PD-1, which is gradually lost upon the expression of T-bet (Supplementary Fig. 3a), and as a result T-bet^high^ cells are PD-1^−^. This is well in line with our scRNA-seq data (Fig. 1g). Hence, natural IELs, as well as induced IELs, are negative for PD-1 while expressing high levels of T-bet (Supplementary Fig. 3b). 

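Only 6 *Pdcd1* transcripts were counted in CD122+T-bet high cells of the TBGR mouse, 8.51 (3.12 to 18.5) CPM. Relative to CD122+T-bet int cells this is a log2 ratio of −3.58 (−5.16 to −2.53), or −3.36 relative to the median of all genes.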

A similar waterfall-shaped profile for PD-1 and T-bet was also observed in agonist-selected NKT cells during thymic development (Supplementary Fig. 3c).

Having shown that PD-1 precedes the expression of T-bet in NK1.1^−^ IELPs, we wanted to investigate how this transition is regulated in IELPs. Although it has been shown that TCR signaling and IL-15 are both important for T-bet induction,^14^ it has remained elusive how these signals are integrated at a transcriptional level. One potential candidate was C-Myc. TCR activation and cytokine signaling cooperatively induce C-Myc,^16^ and it has been demonstrated that conditional knockout mice for C-Myc lack natural TCRαβ^+^ IELs,^19^ without affecting their thymic precursors. Investigating *C-Myc* expression along our inferred trajectory showed the expression onset at the CD122^+^T-bet^−^ stage, which was maintained at low levels throughout the CD122^+^T-bet^int^ stage (Supplementary Fig. 3d). 

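C-myc is listed as *Myc* in the count tables. In the TBGR mouse, 13 transcripts were counted in CD122-T-bet- cells, or 13.3 (7.06 to 22.7) CPM. The level was 53.8 (42.6 to 67.0) in CD122+T-bet-, 68.1 (54.6 to 83.9) in CD122+T-bet int and 44.0 (29.9 to 62.4) in CD122+T-bet high cells. From CD122-T-bet- to CD122+T-bet- cells the log2 ratio was 1.97 (1.16 to 2.99), or 1.64 relative to the median of all genes, and the libraries did not overlap. The ratio of CD122+T-bet int to CD122+T-bet- cells, 0.34, had an interval that included 0 (−0.11 to 0.80), and that of CD122+T-bet high to CD122+T-bet int cells was −0.62 (−1.27 to −0.03). Relative to the median of all genes, the ratio of CD122+T-bet high to CD122+T-bet int cells was −0.40 (−1.05 to 0.19), an interval that includes 0. After thinning to 2000 transcripts per cell, 2.30%, 9.14%, 12.3% and 5.44% of the cells of the 4 populations had a *Myc* transcript (6.90%, 28.5%, 32.7% and 15.0% before thinning). The mean along pseudotime was highest in bin 6, at 81.7 CPM.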

Based on this low expression, we initially did not predict it as a relevant target. In contrast, transcriptional expression analysis of distinct IELP stages and other T cell lineages in TBGR mice showed a striking positive correlation between *C-myc* and *Tbx21* in the thymus (Fig. 3a). Intriguingly, this correlation was not maintained in the intestine (Fig. 3b). To gauge the hierarchy between these two factors, we analyzed and compared conditional T cell-restricted C-Myc knockout mice (*Cd4*^*Cre-*^^*Tg*^;*C-myc*^*fl/fl*^ hereafter called *C-myc*^*Δ/ΔCd4*^) with the relevant littermate controls (*C-myc*^*fl/fl*^). The absence of C-Myc in T cells had no effect on the absolute or relative numbers of DN, DP, CD4 SP, and CD8 SP thymocytes (Fig. 3c). In line with previous results,^19^ we did not detect any difference in the number of NK1.1^−^ IELPs (Fig. 3d), whereas NKT cells were reduced. However, careful analysis of NK1.1^−^ IELPs clearly demonstrated that *C-myc*^*Δ/ΔCd4*^ mice had strikingly reduced CD122^+^T-bet^+^ IELPs (Fig. 3e) and a striking reduction of TCRαβ^+^ CD8αα^+^ IELPs in the small intestine (Supplementary Fig. 3e). Partially overlapping with the phenotype of *Id3*^*Gfp/Gfp*^ mice, we detected a significant, yet less pronounced, decrease in the MFI of CD122 in CD122^+^T-bet^−^ IELPs (Fig. 3e, f), which implies that C-Myc regulates the expression of CD122 independent of T-bet at that stage. C-Myc is a well-known regulator of cell growth and proliferation, and therefore we investigated its role in IELPs using 5-bromo-2’-deoxyuridine (BrdU) pulse-labeling studies. Here we observed a significant reduction of BrdU incorporation in CD122^+^ IELPs but not in CD122^−^ IELPs (Fig. 3g). Hence, the effects of C-Myc deficiency might in part be explained by its role in cell proliferation during later stages; however, this does not necessarily explains the lack of T-bet in IELPs. In conclusion, the pronounced upregulation of C-Myc during thymic IELP development is essential for the induction of T-bet, which in turn regulates proliferation and differentiation of IELs in response to IL-15.^14^

**Fig. 3:**
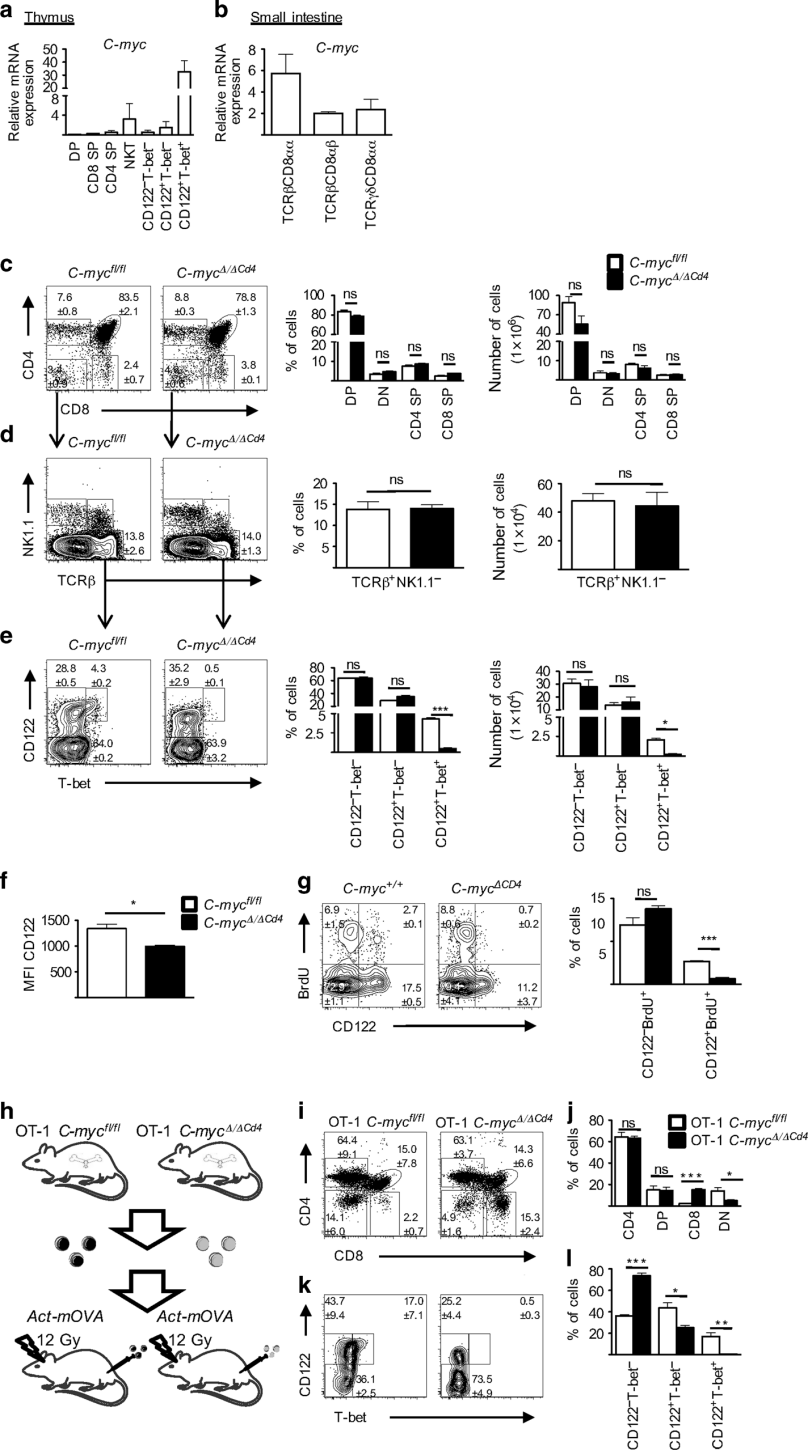
C-myc regulates the induction of T-bet in unconventional T cells after TCR simulation. **a** Bar diagram shows *C-myc* mRNA expression (Mean ± SEM) of different thymocytes population from three 6–12-week-old TBGR mice performed by qPCR. Pre-gating is shown in Supplementary Fig. 1a. **b** *C-myc* mRNA expression for natural (TCRαβ^+^ or TCRγδ^+^ CD8αα^+^) and induced (TCRαβ^+^ CD8αβ^+^) IELs isolated from the small intestine of three 6–12-week-old TBGR mice and analyzed by qPCR. IELs were pre-gated for DAPI^−^CD45^+^CD4^−^. **c** Dot plot shows flow cytometric analysis of thymocyte subsets from 6- to 12-week-old *C-myc*^Δ/Δ*Cd4*^ mice and littermate *C-myc*^*fl/fl*^ mice as controls. Further flow cytometric analysis of DN thymocytes (**d**) and NK1.1^−^ IELPs (**e**) as in **c**. **c**–**e** Bar diagrams represent percentages (left, Mean ± SEM) and absolute cells numbers (right, Mean ± SEM) of the respective thymocyte populations. **f** Histogram shows MFI of CD122 in thymic NK1.1^−^CD122^+^T-bet^−^ IELPs as shown in **e**. **g** Flow cytometric analysis of BrdU incorporation in NK1.1^−^ IELPs after 3 h of BrdU pulse labeling (contour plots) and bar diagram shows statistical analysis (Mean ± SEM) of BrdU^+^ subsets (right panel) of 2-week-old *C-myc*^Δ/Δ*Cd4*^ mice and littermate *C-myc*^*fl/fl*^ mice as controls for 5 mice per genotype. **h** Schematic model for the generation of bone marrow chimeras. **i** Representative dot plot shows flow cytometric analysis of different thymocyte populations from five OT-1 *C-myc*^*Δ/ΔCd4*^ bone marrow chimeras and *C-myc*^*fl/fll*^ littermate controls. Cells were pre-gated on TCR Vα2 and numbers denote the percentage of cells in the gate (Mean ± SEM) of five mice per group. **k** Further flow cytometric analysis as in **h** for NK1.1^−^ IELPs classified upon their CD122 and T-bet expression. **j**, **l** Bar diagrams show the percentage (Mean ± SEM) of the respective thymocyte subpopulation

So far, our data have interrogated the role of C-Myc in a polyclonal TCR repertoire. To follow the fate of individual T cells in WT and C-Myc knockouts, we crossed *C-myc*^*Δ/ΔCd4*^ mice with OT-1 TCR transgenic mice that harbor a transgenic TCR specific for SIINFEKL restricted by H2-K^b^. Next, we created two groups of bone marrow chimeras by lethally irradiating Act-mOVA mice and reconstituting them with bone marrow from either OT-1 C-Myc sufficient (OT-1 *C-myc*^*fl/fl*^) or OT-1 C-Myc deficient (OT-1 *Cd4*^*Cre-Tg*^;*C-myc*^*fl/fl*^, hereafter called OT-1 *C-myc*^*Δ/ΔCd4*^) mice (Fig. 3h). Transfer of OT-1 *C-myc*^*fl/fl*^ cells leads to thymic high-avidity interaction between the TCR and the ubiquitously presented SIINFEKL peptide that is derived from Ovalbumin. This thymic interaction results in wide-spread clonal deletion of thymocytes expressing the transgenic TCR (Vα2^+^), which therefore fail to reach the CD8 SP stage, (Fig. 3i (left panel) and Fig. 3j), and concomitant clonal diversion into the IEL lineage with pronounced expression of T-bet^+^ (Fig. 3k (left panel) and Fig. 3l).^14^ In contrast, Vα2^+^ OT-1 T cells from OT-1 *C-myc*^*Δ/ΔCd4*^ mice showed significantly more CD8 SP T cells and reduced numbers of IELPs (Fig. 3i (right panel) and Fig. 3j). Similar to polyclonal T cells there was no induction of T-bet (Fig. 3k (right panel) and Fig. 3l). We also detected an accumulation of CD122^−^ T-bet^−^ IELPs in Vα2^+^ OT-1 T cells from OT-1 *C-myc*^*Δ/ΔCd4*^ mice (Fig. 3k (right panel) and Fig. 3l) that was not evident in *C-myc*^*Δ/ΔCd4*^ mice with a polyclonal repertoire (Fig. 3e), which is probably the result of the TCR transgenic system used. Hence, we can conclude that even high-avidity interaction in a restricted TCR repertoire cannot compensate for the lack of C-Myc in thymic IEL development. Furthermore, these experiments also suggest, that not only clonal diversion but also clonal deletion is influenced by C-Myc due to the emergence of CD8 SP Vα2^+^ OT-1 T cells in OT-1 *C-myc*^*Δ/ΔCd4*^ → Act-mOVA chimeras (Fig. 3i, j).

Of note, the strong positive correlation between T-bet and C-Myc was lost in the periphery (Fig. 3b), where it was potentially less relevant. To investigate this directly, we generated inducible conditional *C-myc* knockout mice by crossing *Id2*^*CreERT2/+*^ with *C-myc*^*fl/fl*^ (*Id2*^*CreERT2/+*^;*C-myc*^*fl/fl*^). Id2 is highly expressed in IELs (Fig. 2m, n) and tamoxifen treatment translocates the CreERT2 into the nucleus, where it induces recombination to generate a functional *C-myc* null allele. To track cells with translocated, CreERT2 mice were further bred with Rosa26-reporter mice (*Id2*^*CreERT2/+*^;*C-myc*^*fl/fl*^;*Rosa26R*^*Yfp/+*^). We next treated *Id2*^*CreERT2/+*^;*C-myc*^*fl/fl*^;*Rosa26R*^*Yfp/+*^ (hereafter called *C-myc*^*Δ/ΔId2*^) and *Id2*^*CreERT2/+*^;*C-myc*^*+/+*^;*Rosa26R*^*Yfp/+*^ (hereafter called *C-myc*^*+/+*^) control mice for 3 weeks with a tamoxifen-containing diet and analyzed their IEL compartment in the small intestine. Genomic PCR of sorted populations confirmed that yellow fluorescent protein (YFP) is a suitable surrogate for efficient recombination at the C-myc locus in *C-myc*^*Δ/ΔId2*^ mice (Supplementary Fig. 3f). There was no difference in the numbers and distribution of IEL subsets in *C-myc*^*+/+*^ and *C-myc*^*Δ/ΔId2*^ mice (Fig. 4a, b). Moreover, and in accordance with our transcriptional data (Fig. 3b), there was no loss of T-bet expression in IELs after conditional deletion of *C-myc* and these cells remained viable during the course of the experiment (Fig. 4c). Hence, C-Myc is essential for induction but not maintenance of T-bet during IEL development. Similar results for C-Myc ablation were shown in liver-resident NKT cells, where, despite slightly reduced absolute numbers (Fig. 4d), the inducible loss of C-Myc neither affected the frequency of YFP^+^ NKT cells nor the expression of T-bet (Fig. 4e, f).

**Fig. 4:**
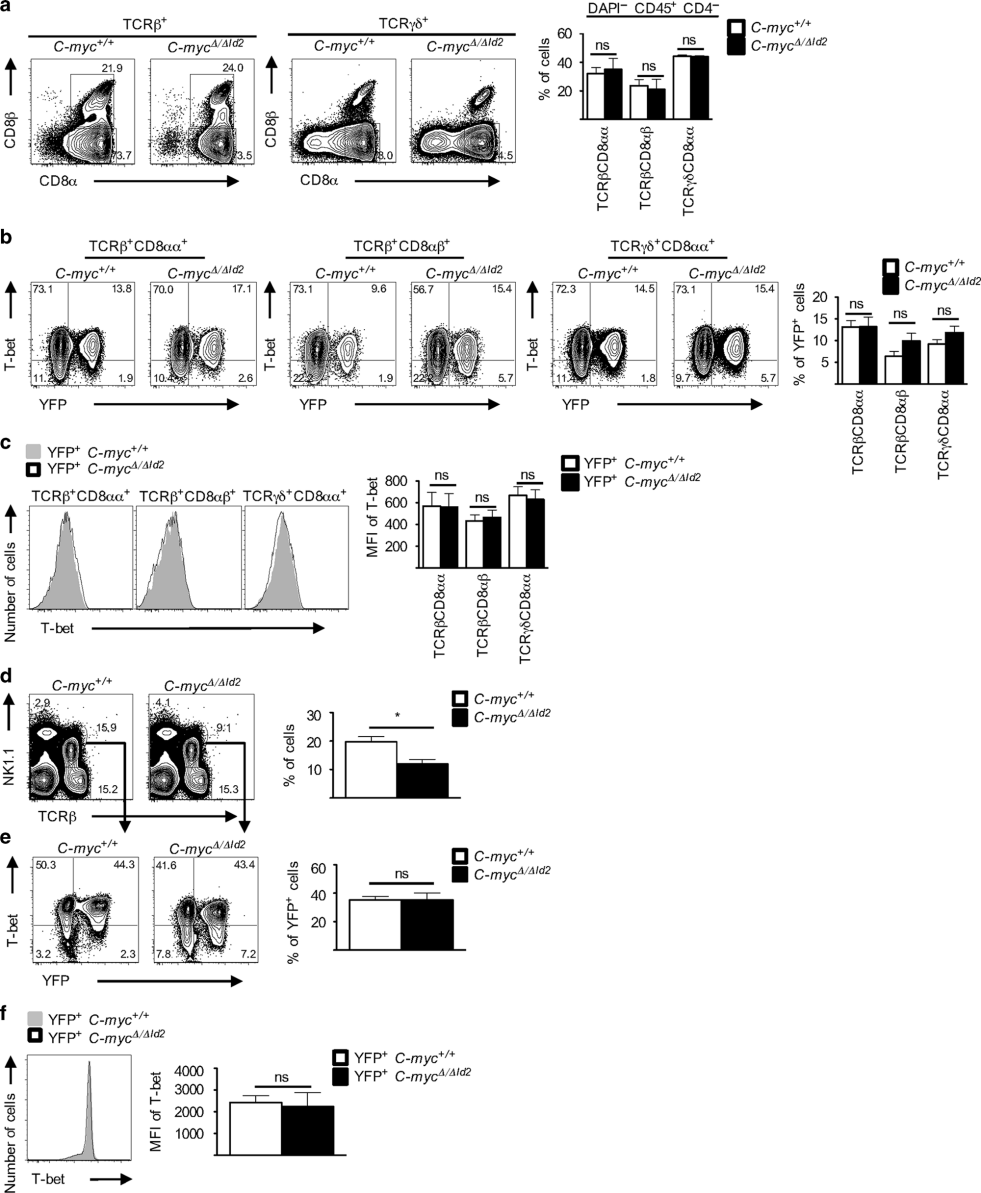
C-myc regulates the induction of T-bet in unconventional T cells. **a** Flow cytometric analysis of freshly isolated lymphocytes isolated from the epithelium of the small intestine from 4- to 5-month-old *C-myc*^Δ/Δ*Id2*^ mice and as controls *C-myc*^*+/+*^ littermate mice after 3 weeks of tamoxifen treatment. Dot plot is pre-gated on DAPI^−^ CD45^+^ CD4^−^ and analyzed for TCRβ^+^ or TCRγδ^+^—as indicated—and bar diagram shows the percentages (Mean ± SEM) of at least eight mice per genotype. **b** Further analysis of co-expression of YFP and T-bet in IEL subsets. Bar diagram shows the percentages of YFP^+^ cells (Mean ± SEM). **c** Histograms represent T-bet expression of TCRβ^+^ and TCRγδ^+^ IELs and bar diagram shows MFI of T-bet expression (Mean ± SEM). **d** Flow cytometric analysis of hepatic lymphocytes of 3–5-month-old *C-myc*^Δ/Δ*Id2*^ mice and *C-myc*^*+/+*^ littermate controls after 3 weeks of tamoxifen treatment. Bar diagram (right) shows the percentages of hepatic NKT cells (Mean ± SEM) of at least four mice per genotype. **e** Further flow cytometric analysis of hepatic NKT cells (TCRβ^+^ NK1.1^+^) for YFP and T-bet expression. Bar diagrams (right) show the percentages of YFP^+^ cells (Mean ± SEM). **f** Overlay histogram (left) shows representative T-bet expression of hepatic NKT cells (gated as in **d**, **e**) and bar diagram shows MFI of T-bet expression (Mean ± SEM)

### C-Myc-deficient IELPs show developmental arrest after agonist selection

To better understand the phenotypic consequences of C-Myc deficiency in IEL development, we crossed C-Myc-deficient mice (*Cd4*^*Cre-Tg*^;*C-myc*^*fl/fl*^) with TBGR mice (hereafter caller TBGR *C-myc*^*Δ/ΔCd4*^). The superior brightness and dynamic range of ZsGreen allows the detection of even subtle changes in *Tbx21* expression and can be used for cell sorting based on ZsGreen expression (Fig. 1). As predicted from Fig. 3c, TBGR *C-myc*^*Δ/ΔCd4*^ mice showed no difference in absolute or relative numbers of DN, DP, CD4 SP, and CD8 SP thymocytes, whereas thymic NKT cells were absent (Supplementary Fig. 4a, b). Furthermore, there was a significant decrease in T-bet^int^ and T-bet^high^ NK1.1^−^ IELPs (Fig. 5a, b). Absence of C-Myc had no effect on the acquisition of early maturation markers like Qa2 (Fig. 5c, d) or H2-K^b^ (MHC class I) (Fig. 5e, f). Moreover, PD-1 expression was still present (Fig. 5g, h), arguing that C-Myc has no relevant effect on PD-1 but indeed regulates the transition from PD-1^+^T-bet^−^ to PD-1^−^T-bet^high^ state in thymic NK1.1^−^ IELPs.

**Fig. 5:**
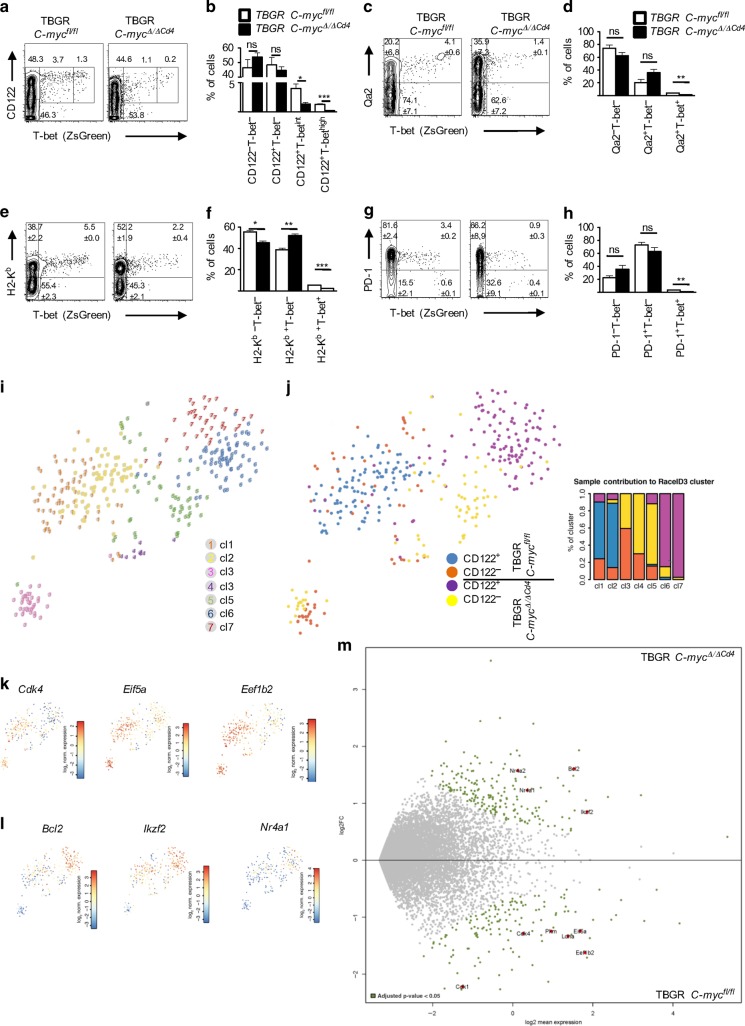
C-myc knockout NK1.1^−^ IELPs show developmental arrest after agonist selection. **a**–**h** Flow cytometric analysis of thymic NK1.1^−^ IELPs from 6- to 16-week-old TBGR *C-myc*^*Δ/ΔCd4*^ mice and TBGR *C-myc*^*fl/fl*^ littermate mice as controls. Dot plot shows T-bet vs. CD122 (**a**), Qa2 (**c**), H2-K^b^ (**e**), and PD-1 expression (**g**). Numbers denote the percentage of cells in the gate (Mean ± SEM) for at least six mice per genotype. Bar diagram shows statistical analysis of (Mean ± SEM) T-bet vs. CD122 (**b**), Qa2 (**d**), H2-K^b^ (**f**), and PD-1 expression (**h**) in NK1.1^−^ IELPs. **i** t-SNE map representing RaceID3 clustered cells from TBGR *C-myc*^*Δ/ΔCd4*^ and TBGR *C-myc*^*fl/fl*^ littermate mouse as controls. Note that owing to the absence of T-bet^+^ IELPs in *C-myc*^*Δ/ΔCd4*^ mice only T-bet^−^ cells are analyzed and shown for these samples. **j** t-SNE map showing the sample information of RaceID3 clustered cells. Bar diagram shows the relative contribution of individual samples to the seven different clusters identified by RaceID3. **k**, **l** t-SNE representation of the selected genes corresponding to relevant markers upregulated in T-bet^−^ TBGR *C-myc*^*fl/fl*^ (*Cdk4*, *Eif5a*, and *Eef1b2* (**k**)) or T-bet^−^ TBGR *C-myc*^*Δ/ΔCd4*^ (*Bcl2*, *Ikzf2*, and *Nr4a1* (**l**)) IELPs within the different clusters as shown in **i**. **m** MA plot of differential expression analysis between CD122^+^T-bet^−^ cells from TBGR *C-myc*^*Δ/ΔCd4*^ mice (top) versus CD122^+^T-bet^−^ cells from age-matched (2–3 weeks old) TBGR *C-myc*^*fl/fl*^ control mice (bottom). Differentially expressed genes involved in agonist selection, translational initiation, and C-Myc target genes involved in cell-cycle regulation and energy metabolism are highlighted. The ensemble of all *Rps*, *Rpl*, *Rik*, *Gm*, and *RP* genes are not displayed in the MA plot; please refer to Supplementary Fig. 4e. Bonferroni adjusted *p* value < 0.05

Having shown that C-Myc is required for the induction of T-bet and thus the commitment of IELPs, we wanted to investigate at which stage the block in IELP differentiation occurs. As T-bet^+^ IELPs are almost absent in the thymus of TBGR *C-myc*^*Δ/ΔCd4*^ mice, we sorted CD122^−^T-bet^−^ and CD122^+^T-bet^−^ NK1.1^−^ IELPs from 2- to 3-week-old TBGR *C-myc*^*Δ/ΔCd4*^ mice together with the corresponding CD122^−^T-bet^−^ and CD122^+^T-bet^−^ NK1.1^−^ IELPs from age-matched TBGR *C-myc*^*fl/fl*^ (WT) mice as in the initial scRNA-seq experiment (Supplementary Fig. 1a). αGalCer:CD1d^+^ tetramer staining of thymocytes from TBGR *C-myc*^*Δ/ΔCd4*^ mice demonstrated the severe reduction of NKT cells (Supplementary Fig. 4c), which were virtually absent in sorted DN TCRαβ^+^NK1.1^−^ IELPs (Supplementary Fig. 4d). After library preparation and sequencing, we obtained 347 high-quality RNA profiles of IELPs with at least 2000 transcripts per cell, which were used as input for clustering using RaceID3. 

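Cells of 1 TBGR *C-myc* fl/fl and 1 TBGR *C-myc* Δ/ΔCd4 mouse were sorted and sequenced in the same way, and the labels and the paper's methods give both an age of 2 weeks, while its results and a legend give 2 to 3 weeks. Each of 4 TBGR *C-myc* fl/fl libraries held 48 CD122-T-bet- and 48 CD122+T-bet- cells, and each of 4 TBGR *C-myc* Δ/ΔCd4 libraries held 96 cells of a single population. Another 4 TBGR *C-myc* fl/fl libraries held CD122+T-bet int and CD122+T-bet high cells. With the filter described for the TBGR mouse, 507 of 768 T-bet- cells passed. These were 120 CD122-T-bet- and 122 CD122+T-bet- TBGR *C-myc* fl/fl cells and 128 CD122-T-bet- and 137 CD122+T-bet- TBGR *C-myc* Δ/ΔCd4 cells. Of the alternatives set in advance, a minimum of 1000 transcripts moved the number of passing cells most, to 620, and leaving out the genes that mark low-quality cells ahead of the minimum, which was chosen after seeing the values, moved it further, to 351. The median number of transcripts per cell was 5890.5 and 5984 in TBGR *C-myc* fl/fl and 4238 and 4921 in TBGR *C-myc* Δ/ΔCd4 CD122-T-bet- and CD122+T-bet- cells. Summed over cells, these populations held 810073, 757480, 765478 and 716596 transcripts. A group of 44 genes that correlate with markers of low-quality cells took 53.3% and 32.9% of the TBGR *C-myc* fl/fl and 39.0% and 35.1% of the TBGR *C-myc* Δ/ΔCd4 transcripts, and ratios were recomputed without them. The targeted gene, listed as *Myc*, was counted in every library. Its level in CD122+T-bet- cells was 73.8, 125, 135 and 10.6 CPM in TBGR *C-myc* fl/fl libraries 1 to 4 and 44.5 and 9.96 in the TBGR *C-myc* Δ/ΔCd4 libraries. Library 4 of the TBGR *C-myc* fl/fl mouse had 22 passing CD122+T-bet- cells and a single *Myc* transcript. Summed, the level was 99.0 (77.9 to 124) CPM in TBGR *C-myc* fl/fl and 25.1 (14.9 to 39.7) in TBGR *C-myc* Δ/ΔCd4 CD122+T-bet- cells, a log2 ratio of −1.95 (−2.81 to −1.22), and the libraries overlapped because of library 4. The levels in CD122-T-bet- cells were 63.0, 14.0, 62.3 and 24.4 CPM in TBGR *C-myc* fl/fl libraries and 16.7 and 30.01 in TBGR *C-myc* Δ/ΔCd4 libraries, with a ratio of −0.74 (−1.65 to 0.09). Transcripts of a deleted allele that keep their 3′ end would be counted as *Myc* by this assay, so a count above 0 does not show that the allele is intact. Each genotype is 1 mouse, so no test was run between genotypes, and the ratio between the 2 mice without the deletion, TBGR and TBGR *C-myc* fl/fl, is given beside the differences as a measure of the difference between mice. These 2 also differ in age. The sentence in which the paper assigns the mice to 2 sequencing systems can be read in more than 1 way, so a difference between runs and a difference between genotypes cannot be told apart.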

In total, we obtained 8 clusters, of which 7 had at least 10 cells (Fig. 5i). 

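In the k-medoids clustering made here, the 507 T-bet- cells were divided into 7 clusters over 364 variable genes. The clusters held 144, 97, 71, 69, 43, 43 and 40 cells. None had 3 markers of a cell type among its 10 leading genes, so they are given by number.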

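In the clustering made here, 170 of the 248 CD122-T-bet- cells of both genotypes (68.5%) lay in clusters in which their own genotype was the more frequent among CD122-T-bet- cells. Cluster 6 held 19 TBGR *C-myc* Δ/ΔCd4 and 23 TBGR *C-myc* fl/fl CD122-T-bet- cells, cluster 7 held 24 and 16, and cluster 4 held 47 and 17. Independently of cluster number, 27.2% of the 10 nearest neighbours of a CD122-T-bet- cell came from the other genotype, with 120 cells drawn from each. On simulated cells without a difference between genotypes, this share was 50.4% over 199 genes. By library it was 33.4% and 31.9% in TBGR *C-myc* Δ/ΔCd4 and 28.8%, 20.2%, 12.9% and 25.2% in TBGR *C-myc* fl/fl cells. The share moved most, to 37.1%, when ribosomal protein genes were left out. Between TBGR and TBGR *C-myc* fl/fl CD122-T-bet- cells, from mice that both have intact C-myc, 12.05% of neighbours came from the other mouse.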

At the early CD122^−^ stage, IELPs from TBGR *C-myc*^*fl/fl*^ and TBGR *C-myc*^*Δ/ΔCd4*^ mice clustered jointly in clusters 3 and 4 (Fig. 5j, t-SNE plot and bar diagram). In contrast, CD122^+^ IELPs from TBGR *C-myc*^*Δ/ΔCd4*^ mice clustered separately from their WT counterparts in clusters 6 and 7, whereas the majority of CD122^+^ cells from WT mice (TBGR *C-myc*^*fl/f*^^*l*^) clustered in RaceID3 clusters 1 and 2 (Fig. 5j).

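Of the 137 CD122+T-bet- TBGR *C-myc* Δ/ΔCd4 cells, 119 (86.9%) fell in cluster 1 of the clustering made here, with 3 of the 122 CD122+T-bet- TBGR *C-myc* fl/fl cells (2.46%). The TBGR *C-myc* fl/fl cells were mostly in cluster 2, with 70 cells (57.4%), and cluster 3, with 39 (32.0%), which held 4 and 8 TBGR *C-myc* Δ/ΔCd4 cells. Together, 241 of 259 CD122+T-bet- cells, or 93.1% (89.2 to 95.8), lay in clusters led by their own genotype. With the genes that mark low-quality cells kept, this share fell to 74.9%, and leaving them out was here too a step taken up after the counts had been seen. Among the nearest neighbours of CD122+T-bet- cells, 8.98% came from the other genotype. The share was 16.7% and 11.1% in the TBGR *C-myc* Δ/ΔCd4 libraries, 1.97%, 1.59% and 1.16% in TBGR *C-myc* fl/fl libraries 1 to 3 and 17.7% in library 4. Between CD122+T-bet- cells of the TBGR and TBGR *C-myc* fl/fl mice it was 5.51%, so the 2 mice without the deletion were separated no less than the 2 genotypes.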

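Genes for ribosomal proteins, with symbols that start with *Rps* or *Rpl*, made up 9.21% of the transcripts of CD122+T-bet- TBGR *C-myc* fl/fl cells (9.14 to 9.27) and 4.14% of those of CD122+T-bet- TBGR *C-myc* Δ/ΔCd4 cells (4.09 to 4.19). By library, the share was 9.62%, 9.66%, 10.5% and 4.25% in TBGR *C-myc* fl/fl and 3.98% and 4.26% in TBGR *C-myc* Δ/ΔCd4, so library 4 of the TBGR *C-myc* fl/fl mouse overlapped the TBGR *C-myc* Δ/ΔCd4 libraries. With the genes that mark low-quality cells left out of the total of the same cells, an alternative chosen after seeing the data, it was 13.8%, 13.6%, 14.4% and 10.7% in TBGR *C-myc* fl/fl and 6.58% and 6.25% in TBGR *C-myc* Δ/ΔCd4, without overlap. In the TBGR mouse it was 10.8%. Of the 69 ribosomal protein genes with at least 100 transcripts, all 69 were lower in TBGR *C-myc* Δ/ΔCd4 than in TBGR *C-myc* fl/fl CD122+T-bet- cells, with a median log2 ratio of −1.15 and a range from −1.97 to −0.44. All 69 were also lower than in TBGR cells, with a median of −1.33. *Eef1b2* was counted at 1700.4 CPM in TBGR *C-myc* fl/fl and 541 in TBGR *C-myc* Δ/ΔCd4 CD122+T-bet- cells, a log2 ratio of −1.65 (−1.82 to −1.49). For *Eif5a* the levels were 1579 and 572 CPM, with a ratio of −1.46 (−1.63 to −1.301). *Cdk4* had 531 and 186 CPM, with a ratio of −1.51 (−1.81 to −1.23). *Cdk1* had 164 transcripts in TBGR *C-myc* fl/fl and 14 in TBGR *C-myc* Δ/ΔCd4 cells, with a ratio of −3.42 (−4.37 to −2.68). The libraries of the 2 genotypes did not overlap for any of these 4 genes. Between the 2 mice without the deletion, TBGR *C-myc* fl/fl cells had more of each of them than TBGR cells, with log2 ratios of 0.22 for *Eef1b2*, 0.90 for *Eif5a*, 0.61 for *Cdk4* and 1.64 for *Cdk1* while the median of all genes was −0.47. TBGR and TBGR *C-myc* fl/fl libraries overlapped for these genes. For *Eif5a*, taking the TBGR mouse as the control moved the ratio most, to −0.57. 

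**Figure D2:**
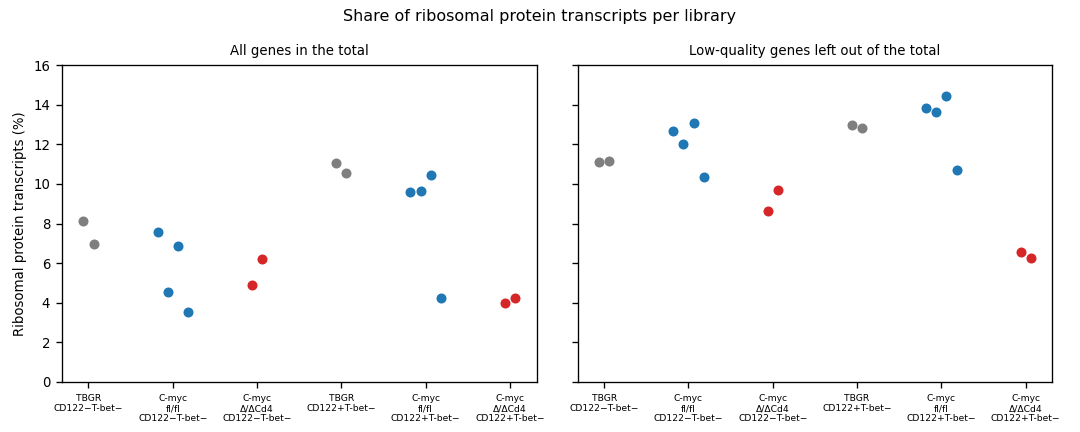
Share of transcripts from ribosomal protein genes (y axis, %) in each library, by mouse and population (x axis), over all genes on the left and without the genes that mark low-quality cells on the right. Each point is a library, grey for TBGR, blue for TBGR *C-myc* fl/fl and red for TBGR *C-myc* Δ/ΔCd4, and on the right the 2 TBGR *C-myc* Δ/ΔCd4 libraries of CD122+T-bet- cells lie below all 4 TBGR *C-myc* fl/fl libraries.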

CD122^+^ WT cells, largely comprising clusters 1 and 2, express higher levels of the s-ribosomal and l-ribosomal gene family genes (Supplementary Fig. 4e); translational elongation factors, such as eukaryotic elongation factor 1 beta 2 (*Eef1b2*) and eukaryotic translation initiation factor 5A (*Eif5a*); and the cyclin-dependent kinases *Cdk1* and *Cdk4* (Fig. 5k, m). Conversely, CD122^+^T-bet^−^ cells from TBGR *C-myc*^*Δ/ΔCd4*^ mice within clusters 6 and 7 express lower levels of these genes (Fig. 5k). Instead, they exhibit upregulation of genes associated with agonist selection such as *Ikzf2*, *Nr4a1*, and *Bcl2* (Fig. 5l and Supplementary Fig. 4e). 

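Relative to the median of all genes, the log2 ratio of TBGR *C-myc* Δ/ΔCd4 to TBGR CD122+T-bet- cells was −1.08 for *Eef1b2*, −1.44 for *Cdk1*, −0.55 for *Cdk4* and −0.22 for *Eif5a*. All 4 genes thus fell less against the TBGR mouse than against the TBGR *C-myc* fl/fl mouse. Besides *Cdk1*, the largest falls from TBGR *C-myc* fl/fl to TBGR *C-myc* Δ/ΔCd4 CD122+T-bet- cells among genes with at least 100 transcripts and no overlap between libraries were in *Cks1b* (−3.10 on the log2 scale), *Rrm2* (−2.90), *Top2a* (−2.79) and *Ncapd2* (−2.71). The largest rises were in *Lrmp* (5.86), *Trdc* (4.43), *H2-Q5* (3.41), *Gbp10* (139 against 18 transcripts) and *Tnfrsf9* (2.80). With a minimum of 30 transcripts instead of 100, 3 of these 10 genes were among the 10 named.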

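*Ikzf2* was counted at 1435 CPM in TBGR *C-myc* Δ/ΔCd4 and 742 in TBGR *C-myc* fl/fl CD122+T-bet- cells, a log2 ratio of 0.95 (0.80 to 1.10). The levels of *Nr4a1* were 523 and 218 CPM, a ratio of 1.26 (1.00 to 1.54), and those of *Bcl2* were 1252 and 374, a ratio of 1.74 (1.55 to 1.94). Libraries of the 2 genotypes did not overlap for these genes. The TBGR mouse lay between the 2, and the log2 ratio of TBGR *C-myc* fl/fl to TBGR cells was −0.86 for *Ikzf2*, −0.57 for *Nr4a1* and −0.85 for *Bcl2*. Libraries of these 2 mice overlapped for *Bcl2* but not for *Ikzf2* and *Nr4a1*. A list of agonist selection genes, 16 of which could be counted, had a median log2 ratio of 1.11, above each of 10000 random lists of the same size and expression. Without the genes named by the paper, the median of the other 12 genes was 0.81, at percentile 99.33. The control mouse moved this list most, and against TBGR cells its median was 0.18, at percentile 99.79 of such lists, or 0.53 relative to the median of all genes. For TBGR *C-myc* fl/fl to TBGR cells, both without the deletion, the median of the list was −0.82, at percentile 1.34. A low or high percentile alone therefore does not tell the genotype from a difference between mice. 

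**Figure D3:**
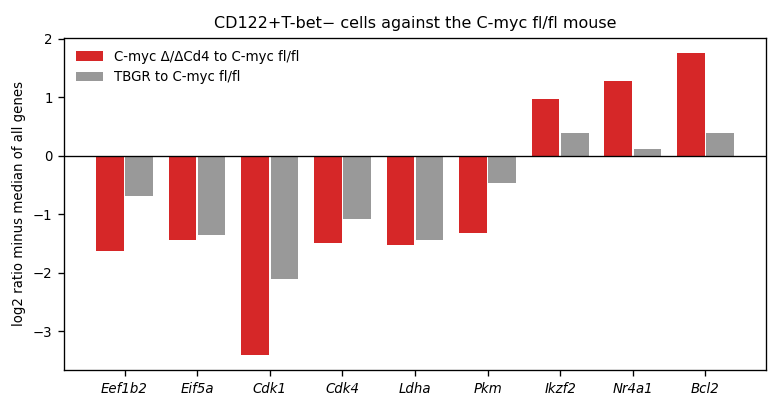
Log2 ratios to TBGR *C-myc* fl/fl CD122+T-bet- cells, less the median of all genes (y axis), for 9 genes (x axis), in the TBGR *C-myc* Δ/ΔCd4 mouse (red bars) and the TBGR mouse (grey bars). Grey bars for *Eif5a* (−1.36) and *Ldha* (−1.44) come close to the red bars, and those for *Nr4a1* (0.11) and *Bcl2* (0.39) stay far below them.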

Interestingly, in our inferred trajectory in Fig. 1a the expression of the known C-Myc targets *Eif5a* and *Cdk4*^31,32^ peaks in the CD122^+^T-bet^−^ stage and declines at the transition to the CD122^+^T-bet^int^ stage (Supplementary Fig. 4f), reminiscent of the expression of *Ikzf2* at this transition (Fig. 1d). 

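In the TBGR mouse, *Eif5a* was counted at 549.8 CPM in CD122-T-bet-, 848 in CD122+T-bet-, 479.7 in CD122+T-bet int and 487 in CD122+T-bet high cells. For *Cdk4* the levels were 183, 347, 239 and 167 CPM. The log2 ratio of CD122+T-bet- to CD122-T-bet- cells, relative to the median of all genes, was 0.29 for *Eif5a* and 0.59 for *Cdk4*. From CD122+T-bet- to CD122+T-bet int cells the ratios were −0.82 (−0.96 to −0.68) and −0.54 (−0.75 to −0.33), and libraries did not overlap at either step. Both genes peaked in bin 5 of pseudotime, 1 bin after *Ikzf2*, at 839.9 and 298 CPM. With cell cycle genes kept among the variable genes, the peak of *Cdk4* moved from 45 to 65 percent of cells.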

Finally, and in line with C-Myc’s role in energy metabolism of activated T cells,^18^ CD122^+^ IELPs from *C-myc*^*Δ/ΔCd4*^ mice also showed a significant decrease in key enzymes of glycolysis, such as lactate dehydrogenase A (*Ldha*) and muscle type of pyruvate kinase (*Pkm*) (Fig. 5m). 

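*Ldha* was counted at 435 CPM in TBGR *C-myc* Δ/ΔCd4 and 1275 in TBGR *C-myc* fl/fl CD122+T-bet- cells, a log2 ratio of −1.55 (−1.74 to −1.36), and *Pkm* at 349 and 886, a ratio of −1.34 (−1.56 to −1.13). Their libraries did not overlap between the genotypes. The ratio of TBGR *C-myc* fl/fl to TBGR cells was 0.98 for *Ldha*, without overlap of libraries, and 0.00 for *Pkm*, with overlap. Relative to the median of all genes, TBGR *C-myc* Δ/ΔCd4 cells differed from TBGR cells by a log2 ratio of −0.23 for *Ldha* and −0.99 for *Pkm*. Over a list of 15 glycolysis genes that could be counted, the median ratio of TBGR *C-myc* Δ/ΔCd4 to TBGR *C-myc* fl/fl was −0.98, at percentile 0.03 of random lists of the same size and expression, with 12 genes lower. No test of significance was run, as each genotype is 1 mouse.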

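Over 62 genes for translation initiation and elongation factors, the median log2 ratio of TBGR *C-myc* Δ/ΔCd4 to TBGR *C-myc* fl/fl CD122+T-bet- cells was −0.44, with 43 genes lower, and over 76 ribosomal protein genes with at least 10 transcripts it was −1.05, with 74 lower. Both medians lay below each of 10000 random lists of the same size and expression. For 30 cell cycle genes the median was −2.13, with 28 lower. For TBGR *C-myc* fl/fl to TBGR cells, both without the deletion, the cell cycle median was 0.70, at percentile 100. In that comparison translation factors stood at −0.15 (percentile 95.34), ribosomal proteins at −0.37 (14.59) and glycolysis at −0.07 (87.12). The share of CD122+T-bet- cells with an *Mki67* transcript, with each cell thinned to 2000 transcripts, was 32.0% in TBGR *C-myc* fl/fl and 9.49% in TBGR *C-myc* Δ/ΔCd4 cells (45.1% and 12.4% before thinning). In TBGR cells this share was 15.1% (38.7% before thinning). After thinning, the interval of TBGR cells (10.2 to 21.0) overlapped that of TBGR *C-myc* Δ/ΔCd4 cells (5.15 to 15.7). Between the genotypes, the median of all genes moved by 0.48 in CD122-T-bet- cells, and ratios in these cells are given relative to it. They were −0.58 for *Eef1b2*, −0.61 for *Eif5a*, −0.48 for *Cdk4*, −0.13 for *Cdk1*, −0.60 for *Ldha* and −0.97 for *Pkm*, and 0.04 for *Ikzf2*, 0.25 for *Bcl2* and 0.76 for *Nr4a1*. Only *Nr4a1* had no overlap of libraries there, and with the TBGR mouse as the control its raw ratio changed sign, from 1.24 to −1.53. The share of ribosomal protein transcripts in CD122-T-bet- cells was 5.76% in TBGR *C-myc* fl/fl and 5.69% in TBGR *C-myc* Δ/ΔCd4 cells. With the genes that mark low-quality cells left out of the total, a step chosen after seeing the data, it was 12.7%, 12.0%, 13.1% and 10.4% in the TBGR *C-myc* fl/fl libraries and 8.64% and 9.71% in the TBGR *C-myc* Δ/ΔCd4 libraries, without overlap. Each of the 9 genes that the paper names for this comparison had a ratio farther from 0 in CD122+T-bet- than in CD122-T-bet- cells with the TBGR *C-myc* fl/fl mouse as the control, but with the TBGR mouse as the control 4 of the 9 did (*Eef1b2*, *Pkm*, *Ikzf2* and *Bcl2*, relative to the median of all genes), and the difference between the populations was not tested.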

In summary, the absence of C-Myc, besides its effects on the cell cycle and energy supply, leads to an impairment of the translational machinery through—direct or indirect—downregulation of ribosomal genes and genes involved in translational elongation. Furthermore, our data suggest that this results in a block in IELP differentiation during or shortly after agonist selection.

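The log2 ratio of TBGR *C-myc* Δ/ΔCd4 to TBGR *C-myc* fl/fl CD122+T-bet- cells was also positive for *Nr4a2* (1.58), *Pdcd1* (0.75) and *Id2* (1.40). No library of CD122+T-bet int or CD122+T-bet high cells was deposited for the TBGR *C-myc* Δ/ΔCd4 mouse. From the lower levels of ribosomal genes and of genes of translational elongation, the paper concludes that loss of C-Myc impairs the translational machinery, besides effects on the cell cycle and energy supply. It proposes that this impairment blocks differentiation during or soon after agonist selection.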

## Discussion

In this study, we used scRNA-seq in combination with in vivo models to define and validate a linear thymic IELP differentiation model of NK1.1^−^ IELPs that further strengthen the notion that these cells are selected through high-avidity interactions. As a result, NK1.1^−^ IELPs showed an early expression of Helios and Nur77 after positive selection and progress through a PD-1^+^ stage before gradually inducing T-bet in a C-Myc-dependent manner. Moreover, we identified Id3, and possibly Id2, as novel regulators of thymic IELP development with significantly reduced numbers of CD122^+^T-bet^−^ and CD122^+^T-bet^+^ IELPs in *Id3*^*Gfp/Gfp*^ mice (Fig. 6).

**Fig. 6:**
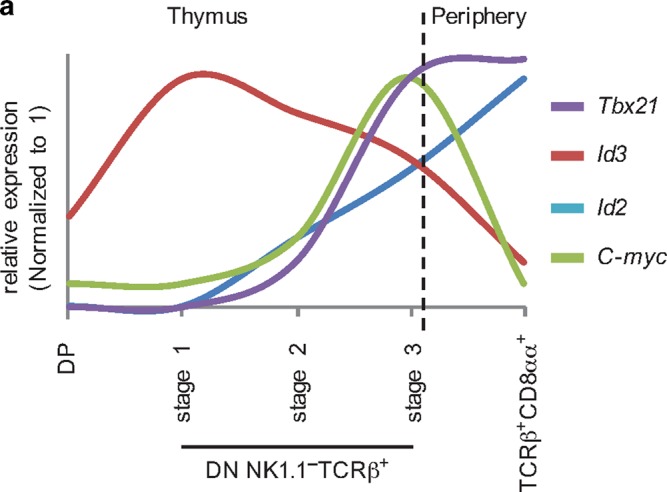
Schematic summary of the relative expression of transcriptional regulators during TCRαβ^+^ CD8αα^+^ IEL differentiation. Scheme shows the relative expression (normalized to 1) of *Tbx21* (purple), *Id2* (blue), *Id3* (red), and *C-myc* (green) along different stages during IEL development derived from the presented qPCR and scRNA-seq data. Thymus: DP: CD4^+^CD8^+^, stage 1: CD4^−^CD8^−^TCRβ^+^NK1.1^−^CD122^−^T-bet^−^, stage 2: CD4^−^CD8^−^TCRβ^+^NK1.1^−^CD122^+^T-bet^−^, stage 3: CD4^−^CD8^−^TCRβ^+^NK1.1^−^1CD22^+^T-bet^+^

Id3 is strongly upregulated upon pre-TCR and TCR signaling during thymocyte development and progressively increases until T cells reach the SP stage.^28,29^ During this passage, Id3 opposes the actions of E proteins, which are important during pre-β-selection steps by activating TCRβ rearrangement, inhibiting proliferation, and supporting Notch signaling as well as pre-TCR signaling.^29,33^ In line with that, TCR transgenic mice on an Id3-deficient background show defects in positive and negative selection. However, whether this also takes place in a polyclonal repertoire is still a matter of debate as deletion of T cells specific for endogenous superantigens is unperturbed in Id3-deficient mice. Intriguingly, overexpression of Id3 in a murine DP cell line mimics IELP development by upregulation of TCRαβ, CD69, CD5, and CD44 and, more important, downregulation of CD24 (HSA), CD4, and CD8.^34^ This gain-of-function model is well in accordance with our loss-of-function model (*Id3*^*Gfp/Gfp*^), which places Id3 before IELPs express CD122, and therefore upstream of T-bet. Transforming growth factor (TGF)-β signaling can induce Id3 in B cells^35^ and, vice versa, constitutive or conditional *Tgfb1* knockouts show a significant reduction of IELPs and CD8αα^+^ TCRαβ IELs but not CD8αα^+^ TCRγδ IELs.^36^ Similarly, CD8αα^+^ TCRγδ IELs also showed no reduction in *Id3*^*Gfp/Gfp*^ mice. Whether like-wise interactions between TGF-β and Id3 also take place during IELP development is currently unclear. It is important to stress that the phenotype of *Id3*-deficient mice is complex as it affects various T cell lineages via intrinsic and extrinsic mechanisms. For example, thymi from Id3-deficient mice harbor innate-like CD8 T cells that constitutively express CD122, CD44, and Eomes and are potent producers of interferon-γ. Intriguingly, their thymic generation is extrinsically regulated by PLZF^+^ iNKT cells, which produce high levels of IL-4. However, this effect on CD122 expression is not observed in IELPs from *Id3*^*Gfp/Gfp*^ mice, which rather show significant reduction of CD122^+^ IELPs. In addition, naive CD8 T cells, which lack CD122 expression, are uniformly Id3^+^ (Supplementary Fig. 2a). In summary, there is no clear correlation between the expression of CD122 and Id3. Hence, it is unlikely that the reduction of IELPs in *Id3*^*Gfp/Gfp*^ mice mediated through a direct effect of Id3 on CD122 expression levels. iNKT cells, especially T-bet^+^ iNKT1 cells, share many developmental features with CD8αα^+^ IELs, like their dependency on IL-15 and T-bet. Moreover, we show here that this also extends to Id2 and Id3, where the latter is essential for T-bet^+^ iNKT1. *Id3* expression declines after lineage specification, whereas *Id2* shows a continuous increase during IEL and iNKT development. This might also explain the discrepancy between the striking effects of Id3 deficiency on thymic IELPs and the milder phenotype in the intestine of *Id3*^*Gfp/Gfp*^ mice, where Id2 might be able to partially compensate for the loss of Id3. Finally, the lack of expression of Id3 in CD8αα^+^ IELs clearly indicates that Id3 does not play a role in maintenance of CD8αα^+^ IELs but rather serves as checkpoint at an early thymic stage that allows progression into the IEL lineage. In summary, the presented data clearly establishes an important role for Id3 in IEL development but further studies will be needed to delineate its specific step-wise actions and potential redundancy in the presence of Id2.

Recent advances in scRNA-seq and data analysis have been harnessed to identify cell types as well as precursor–progeny relationships in complex biological samples, which were previously not accessible.^24,25^ Applying scRNA-seq on the heterogeneous population of NK1.1^−^ IELPs allowed us in an unbiased workflow to untangle this heterogeneity and define the developmental trajectory of NK1.1^−^ IELPs in the thymus. Inference of differentiation dynamics clearly illustrated that CD122^−^T-bet^−^ (cluster 5, Fig. 1) and CD122^+^T-bet^+^ (cluster 2, Fig. 1a) IELPs are at opposing ends of that developmental process. Moreover, the fact that the five described clusters form a single trajectory with no branching points also implicates that NK1.1^−^T-bet^high^ IELPs arise from a common thymic precursor. To further corroborate this finding, we next mined the data for specific marker genes and singled out PD-1, as it was early expressed in cluster 3 and clearly before T-bet. This would support a model in which all NK1.1^−^T-bet^high^ IELPs progress through a PD-1 stage before they upregulate T-bet. Furthermore, a human study also identified PD-1^+^ T cells in the thymus and cord blood as agonist-selected T cells that expressed CD8αα.^37^ This is also in line with elegant studies which demonstrated that the selective and timely expression of a large range of TCRs from individual CD8αα^+^ TCRαβ^+^ IELs in developing thymocytes lead to the induction of PD-1 and the exclusive development of CD8αα^+^ TCRαβ^+^ IELs.^10,11^ Intriguingly, a recent report suggested that CD8αα^+^ TCRαβ^+^ IELs have a dual thymic origin, with only a proportion of agonist-selected T cells.^13^ This study used a different T-bet reporter mouse strain (*Tbx21*^*Gfp*^) and identified IELPs as DN CD25^−^CD1dtet^−^CD5^+^TCRβ^+^ thymocytes (excluding regulatory T cells and invariant NKT cells), which were further subdivided into two main populations: PD-1^+^NK1.1^−^T-bet^−^ versus PD-1^−^NK1.1^+^T-bet^high^. Most importantly, the authors claimed that these two populations were not related in a precursor–progeny relationship and both gave rise to CD8αα^+^ TCRαβ^+^ IELs after adoptive transfer.^13^ In accordance with our current study, the authors also demonstrated that NK1.1^−^ IELPs, which express PD-1, are the result of strong agonist interactions during thymic development and have a largely immature phenotype with respect to CD24, H2-K^b^, Qa-2, and CD122. However, there are also important aspects that were not addressed in the study by Ruscher et al.^13^ Foremost, NK1.1^−^ IELPs contain a significant proportion of cells that express T-bet, whose expression correlates with maturation.^14,15^ Here we show through scRNA-seq that these cells are developmentally related to T-bet^−^ NK1.1^−^ IELPs and that their differentiation non-redundantly depends on the expression of C-myc. It stands to reason that NK1.1^+^ IELPs also depend on C-Myc as conditional *C-myc* knockout mice are lacking all CD8αα^+^ TCRαβ^+^ IELs. Interestingly, our scRNA-seq data show a *Klrb1c* (encodes for NK1.1) signature in T-bet^+^ NK1.1^−^ IELPs (cluster 2, Supplementary Fig. 1c) and as a result NK1.1 can be detected on CD8αα^+^ TCRαβ^+^ IELs, which further underlines the difficulties in distinguishing the intestinal progeny of thymic “type A” and “type B” precursors.^13^

Finally, we wanted to understand upstream regulators of T-bet in IEL development. C-Myc was a suitable candidate, as *C-myc*^*Δ/ΔCd4*^ mice lack CD8αα^+^ TCRαβ^+^ IELs.^19^ C-Myc is known to integrate signals from the TCR and cytokine receptors.^16^ This would be in agreement with our previous report which showed that the combined actions of TCR stimulation and IL-15 signaling regulate the induction of T-bet in IELPs.^14^ Analysis of *C-myc*^*Δ/ΔCd4*^ mice supported this hypothesis as these mice were devoid of T-bet^+^ IELPs and CD8αα^+^ TCRαβ^+^ IELs, while PD1^+^T-bet^−^ IELPs were still present. In conventional T cells, strong TCR activation rapidly induces C-Myc, which is then maintained by IL-2 or IL-15 and this is crucial for T cell activation as failure of C-Myc expression is associated with a defect in T cell activation.^16,38^ This early induction is necessary for T cell growth and proliferation,^18^ which are both hampered in *C-myc*^*Δ/ΔCd4*^ mice. It is therefore not surprising that C-Myc affects IEL development, which shares many features with activated or memory T cells.

Although we detected some effects of *C-myc* deficiency on the proliferation of CD122^+^ IELPs and on genes regulated during cell cycle, it is unlikely that this fully explains all differences between IELPs from TBGR *C-myc*^*fl/fl*^ and TBGR *C-myc*^*Δ/ΔCd4*^ mice. Recently, it has become clear that C-Myc acts as general amplifier that globally enhances transcription. For example, stimulation of resting B cells will result in the expression of C-Myc and its binding at nearly all promoters in open chromatin.^39^ Thus C-Myc exploits a pre-existent chromatin landscape for its actions.^40^ Additional regulators and C-Myc-binding partners will then define the ultimate transcriptional outcome. These far-reaching actions of C-Myc were also reflected in our scRNA-seq data from TBGR *C-myc*^*Δ/ΔCd4*^ IELPs, which clearly demonstrated that C-Myc not only regulates cell cycle but also has a profound impact on energy metabolism and overall protein synthesis. C-Myc deregulation will therefore have complex effects in various cell types and cannot be anticipated based on purely linear models. As a result of these wide-reaching effects, we saw a separate clustering of CD122^+^T-bet^−^ NK1.1^−^ IELPs from TBGR *C-myc*^*Δ/ΔCd4*^ mice when compared with TBGR *C-myc*^*fl/fl*^ mice. Moreover, we provide evidence that C-Myc plays an important role in the context of agonist selection, as NK1.1^−^ IELPs from TBGR *C-myc*^*Δ/ΔCd4*^ mice fail to further differentiate.

Despite decades of research and their abundance in the intestinal tract, natural IELs are still enigmatic. Here we provide a detailed molecular road map of the thymic development of NK1.1^−^ IELPs, which will enable us to better understand the step-wise differentiation of these cells. This might pave the way to new models that could assign unique and important functions to these cells.

## Materials and methods

### Mouse strains

*Rosa26R*^*Yfp/Yfp*^, *Id2*^*CreERT2*^,^41^ *Cd4*^*Cre*^^-^^*Tg*^;*C-myc*^*fl/fl*^ (provided by Anne Wilson, Lausanne, Switzerland),^19^ *Tbx21*^ZsGreenTg^ (TBGR mice),^23^ *Act-mOVA*,^42^ *OT-1*,^43^ *Id3*^*Gfp/+*^*,*^29^ and *Id2*^*Gfp/+*^ ^41^ mice on a C57BL/6 background were bred locally. TBGR mice were crossed to C57BL/6 (purchased from Janvier Laboratories) mice and all other mouse strains were crossed to heterozygous or homozygous littermates. For all experiments, both male and female littermate mice were used as a control and mice were between 4 and 16 weeks of age if not otherwise indicated and group caged. All animal experiments were approved and are in accordance with the local animal care committees and Regierungspräsidium Freiburg.

### Isolation of IELs

Isolation of IELs was carried out as previously described.^14^ In brief, the proximal intestine was removed by mechanical dissociation, eliminated from fat tissue and Peyer’s patches. Tissue was opened longitudinally, cut into small pieces of 3–4 cm, and washed with ice-cold phosphate-buffered saline (PBS). Epithelial cells were removed by incubation twice for 20 min at 37 °C in cell-separation Hanks’ Balanced Salt Solution (Sigma-Aldrich, St. Louis, MO) medium containing 5 mM EDTA, 1 mM dithiothreitol (American, Bioanalytical, Natick, MA), and 10 mM Hepes, followed by vortexing for 30 s and filtered through a 70-µm cell strainer. Leukocytes were enriched by performing 40%/80% Percoll (Sigma-Aldrich) gradient centrifugation.

### Isolation of IELPs

IELPs were isolated by dissecting the thymus and single-cell suspension of thymocytes was isolated by mashing the tissue through a 70-μm cell strainer (BD Biosciences, San Jose, CA) with 15 ml of ice-cold PBS. Lymphocytes of thymus were enriched by removing erythrocytes through incubation in red cell lysis buffer.

In case of further IELP enrichment, CD4^+^ and CD8^+^ thymocytes were depleted by incubation with purified anti-CD4 (GK1.5) and anti-CD8β (YTS156.7.7) antibody (both from BioLegend, San Diego, CA) and anti-mouse Dynabeads (Life Technologies, Carlsbad, CA) according to the manufacturer’s protocol.

### Isolation of splenocytes and hepatic lymphocytes

Splenocytes and hepatocytes were isolated by mashing the tissue trough a 70-μm cell strainer (BD Biosciences). Hepatic lymphocytes were further enriched by performing 40%/60% Percoll gradient centrifugation. Lymphocytes of spleen and liver were further enriched by removing erythrocytes.

### Flow cytometric analysis and cell sorting

After generation of single-cell suspensions, the cells were incubated on ice for 30 min with anti-CD16/CD32 antibody for FC receptor blocking and stained with fluorescent-label coupled antibodies (BioLegend) in PBS (Ca2^+^ and Mg2^+^-free) supplemented with 2 mM EDTA and 2% fetal calf serum. The following conjugated antibodies were used: CDε (145-2C11), CD4 (RM4-5), CD45.2(104), CD8α (53-6.7), CD8β (YTS156.7.7), H2-K^b^ (AF6-88.5), TCRγδ (GL3), TCRβ(H57-597), TCR Vα2 (B20.1), TCR Vβ5 (MR9-4), CD90.1 (Thy-1.1, OX-7) CD90.2 (Thy-1.2; 30H12), CD8β (YTS156.7.7), NK1.1 (PK136), CD122 (TM-β1), CD24 (M1/69), CD25 (PC61), CD5 (53-7.3), CD44 (IM7), CD62L (MEL-14), PD-1 (29.F1A12), Qa-2 (695H1-9-9), CD49a (HMα1), CD49b (DX5). T-bet (4B10) was stained by using the FoxP3 TF staining buffer set (Thermo Fisher Scientific) and stained on ice for 2 h with TF antibodies. In order to stain fluorescent-reporter mice in combination with TFs, cells were fixated with Cytofix/Perm (BD Biosciences) for 20 min after surface staining, washed twice in wash buffer, and incubated with anti-GFP (Life Technologies) for 1 h. After washing, cells were fixated overnight in FoxP3 TF staining buffer set (Thermo Fisher Scientific), washed twice, TF were stained in FoxP3 TF Perm/Wash buffer for 2 h, and analyzed on the next day.

For CD1d tetramer staining, single-cell suspension was first stained with CD1d tetramer allophycocyanin-conjugated or unconjugated antibodies (Proimmune, Oxford, UK) for 30 min at 4 °C in dark, washed by centrifugation at 1500 rpm for 5 min at 4 °C, and stained with surface antibodies as described before.

Cells were analyzed on a BD LSRFortessa (BD Bioscience) flow cytometer and analyzed with the FlowJo software (Treestar, Ashland, OR).

In case of cell sorting, single-cell suspension of the thymus was stained with fluorescent-label coupled antibodies in PBS (Ca^2+^ and Mg^2+^-free) supplemented with 2 mM EDTA and 1% bovine serum albumin (Sigma-Aldrich) and then sorted (purity > 98%) by using a BD FACSAria III cell sorter (BD Biosciences). After sorting, plates were centrifuged for 5 min at 2200 g at 4 °C, snapfrozen in liquid nitrogen and stored at −80 °C until processed.

### Single-cell RNA amplification and library preparation

αCD4- and αCD8-depleted IELPs were FACS (fluorescence-activated cell sorting) sorted into 384-well plates on a BD Influx cell sorter using single-cell mode and influx information was recorded. scRNA-seq was performed using the CEL-Seq2 method^44^ with several modifications. A fivefold volume reduction was achieved using a nanoliter-scale pipetting robot (Mosquito HTS, TTP Labtech). IELPs were sorted into 384-well plates containing 240 nl of primer mix and 1.2 μl of PCR encapsulation barrier, Vapor-Lock (QIAGEN, Hilden, DE). Sorted plates were centrifuged at 2200 × *g* for few minutes at 4 °C, snap-frozen in liquid nitrogen, and stored at −80 °C until processed. One hundred and sixty nanoliters of RT reaction mix and 2.2 μl of second strand reaction mix were used to convert RNA into cDNA. cDNA from 96 cells was pooled together before clean up and in vitro transcription, generating 4 libraries from one 384-well plate. In all, 0.8 μl of AMPure/RNAClean XP beads (Beckman Coulter) per 1 μl of sample were used during all the purification steps including the library clean up. Other steps were performed as described in the original protocol.^24^ IELPs were sequenced on an HiSeq sequencing system 2500 (Illumina, San Diego, CA) or Hiseq 3000 sequencing system (Illumina) for TBGR and TBGR *C-myc*^*Δ/ΔCd4*^ (pair-end multiplexing run, high output mode) at a depth of ~100,000–250,000 reads per cell.

### Quantification of transcript abundance

Paired end reads were aligned to the transcriptome using bwa (version 0.6.2-r126) with default parameters.^45^ The transcriptome contained all gene models based on the mouse ENCODE VM9 release downloaded from the UCSC genome browser comprising 57,207 isoforms with 57,114 isoforms mapping to fully annotated chromosomes (1–19, X, Y, M). All isoforms of the same gene were merged to a single gene locus. Furthermore, gene loci overlapped by >75% were merged to larger gene groups. This procedure resulted in 34,111 gene groups. The right mate of each read pair was mapped to the ensemble of all gene loci and to the set of 92 ERCC spike-ins in sense direction.^46^ Reads mapping to multiple loci were discarded. The left read contained the barcode information: The first six bases corresponded to the unique molecular identifier (UMI), followed by six bases representing the cell-specific barcode. The remainder of the left read contained a polyT stretch. The left read was not used for quantification. For each cell barcode, the number of UMIs per transcript was counted and aggregated across all transcripts derived from the same gene locus. Based on binomial statistics, the number of observed UMIs was converted into transcript counts^47^.

### Clustering

For 4-week-old TBGR mice 645 cells (Fig. 1) and for 2-week-old TBGR mice (including TBGR *C-myc*^*fl/fl*^ and TBGR *C-myc*^*Δ/ΔCd4*^ mice) 347 cells (Fig. 5) passed the quality threshold and 18,680 or 21,012 genes, respectively, were quantified across these cells, excluding mitochondrial genes and ERCC spike-ins. The datasets were analyzed using RaceID3^24^. Rescaling to 2,000 transcripts per cell was used for data normalization. Importantly, prior to normalization, cells expressing >2% of *Kcnq1ot1* transcripts, a previously identified marker of low quality cells were removed from the analysis^25^. Moreover, genes correlating to *Kcnq1ot1*, *Gm10715*, *Gm42418* and *Gm10800* with a Pearson’s correlation coefficient >0.65 were removed. 

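Removing these genes was tried here as an alternative that was chosen after seeing the data. In the TBGR mouse 28 genes, and in the 2 *C-myc* genotypes 44 genes, correlated above 0.65 with at least 1 of the 4 named genes. When they were removed before the minimum of 2000 transcripts was applied, 645 TBGR cells with 18682 genes and 351 T-bet- cells of the 2 *C-myc* genotypes with 21041 genes remained. The paper's numbers are 645 cells with 18680 genes and 347 cells with 21012 genes. Without this removal, 19097 genes were seen in TBGR cells and 23012 in those of the 2 *C-myc* genotypes. Of the cells with at least 2000 transcripts, none reached the limit of 2% for *Kcnq1ot1*, whose largest share was 0.902%. Cells below that minimum were not examined for it.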

RaceID3 was run with default parameters except for the following: mintotal = 2000, minexpr = 3, outminc = 3, FSelect = TRUE. Outlier identification was omitted. Only cells with at least mintotal transcripts (UMI count) were included in the analysis. To remove cell-cycle and batch associated variability the FGenes and CGenes parameter were initialized. CGenes = c("Pcna", "Mki67"); FGenes = c("Malat1", "Xist") with ccor = 0.4.

### Differential gene expression analysis

Differentially expressed genes between two subgroups of cells were identified similar to a previously published method.^48^ First, negative binomial distributions reflecting the gene expression variability within each subgroup were inferred based on the background model for the expected transcript count variability computed by RaceID3. Using these distributions, a *p* value was calculated for the observed difference in transcript counts between the two subgroups, multiple testing corrected by Benjamini–Hochberg method and referred to as "adjusted p-value".^24^

### Lineage inference and pseudo-temporal ordering

For derivation of IELP differentiation trajectories, the StemID2 algorithm was used.^24,25^ StemID2 was run with the following parameters: cthr = 5, pdishuf = 2000, pthr = 0.01, pethr = 0.01, nmode = TRUE. Pseudo-temporal order was derived based on StemID2 projection coordinates of highest projection of cell to medoid links onto inter-cluster links of the subsequent cluster along the selected trajectory (5>3>1>4>2). Self-organizing maps (SOMs) were used to infer models of pseudo-temporal expression profiles using the following parameters: ksom = 20, nbsom = 1000, alpha = 0.5, corthr = 0.85, minsom = 5.

### BrdU staining

Mice were injected with 1 mg/200 µl BrdU intraperitoneally and BrdU was incorporated for 3 h. Mice were scarified and the organs of interest isolated. BrdU labeling was analyzed according to the manufacturer’s instructions (BD Pharmingen). Cell were analyzed on a BD LSRFortessa (BD Bioscience) flow cytometer and analyzed with the FlowJo software (Treestar).

### Generation of bone marrow chimeras

*Act-mOVA* mice (CD90.2) were lethally irradiated with 12 Gy and reconstituted with T cell-depleted bone marrow from either *C-myc*^*fl/fl*^ OT1 or *C-myc*^*fl/fl*^ *Cd4*^*Cre-Tg*^ OT1 (CD90.1) mice. All irradiated mice received antibiotics in the drinking water (1 g/l neomycin sulfate, Thermo Fisher Scientific) during the first 3 weeks after irradiation.

### Quantitative real-time PCR

Lymphocyte populations of interest were FACS sorted and collected. Total RNA was isolated by using TRIZOL (Life Technologies) according to the manufacturer’s instructions. RNA concentrations were determined using Nanodrop 1000 (Thermo Fisher Scientific). RNA was reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (Thermo Fischer) according to the manufacturer’s protocol (Applied Biosystems). qPCR was performed using SyberGreen Gene Expression Assay (Life Technologies) with the following primers: *C-myc* forward 5’-GCCCCCAAGGTAGTGATCCT-3’ and reverse 5’-GTGCTCGTCTGCTTGAATGG-3’ and *Id3* forward 5’-GAAATCCTGCAGCGTGTCAT-3’ and reverse 5’-GTCAGTGGCAAAAGCTCCTC-3’. Gene expression was normalized as *n*-fold difference to the gene *Hprt1* forward 5’-TGATCAGTCAACGGGGGACA-3’ and reverse 5’-TTCGAGAGGTCCTTTTCACCA-3’. qPCR reaction was performed on a ABI Prism 7900 sequence detector (Applied Biosystems, Foster City, CA).

### Statistical analysis

*p* Value of datasets was determined by unpaired two-tailed Student’s *t* test with 95% confidence interval. All statistical tests were performed with the Graph Pad Prism V4 software (Graph Pad Software, La Jolla, CA). (*p < 0.05; **p < 0.01, and ***p < 0.001; n.s., not significant).

## Supplementary information

Supplementary Infoformation

## Data Availability

Single-cell RNA sequencing (scRNA-seq) datasets are available at NCBI GEO (GSE122740) or using the link https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122740.

# Supplementary material for: Single-cell RNA-sequencing identifies the developmental trajectory of C-Myc-dependent NK1.1− T-bet+ intraepithelial lymphocyte precursors
**Source:** Mucosal Immunol. 2019 Nov 11;13(2):257–70. doi: 10.1038/s41385-019-0220-y
**Supplement:** Supplementary file 1 — Supplementary Infoformation

# Single-cell RNA-sequencing identifies the developmental trajectory of C-Myc-dependent NK1.1<sup>-</sup> T-bet<sup>+</sup> intraepithelial lymphocyte precursors

## Supplementary information

**Authors:** Jonas F. Hummel<sup>1</sup>, Patrice Zeis<sup>2,3,4</sup>, Karolina Ebert<sup>1</sup>, Jonas Fixemer<sup>1</sup>, Philip Konrad<sup>1</sup>, Christian Schachtrup<sup>6</sup>, Sebastian J. Arnold<sup>7</sup>, Dominic Grün<sup>2,8</sup> and Yakup Tanriver<sup>1,5</sup>

### Authors' affiliations:

Hugstetter Strasse 55

D-79106 Freiburg, Germany

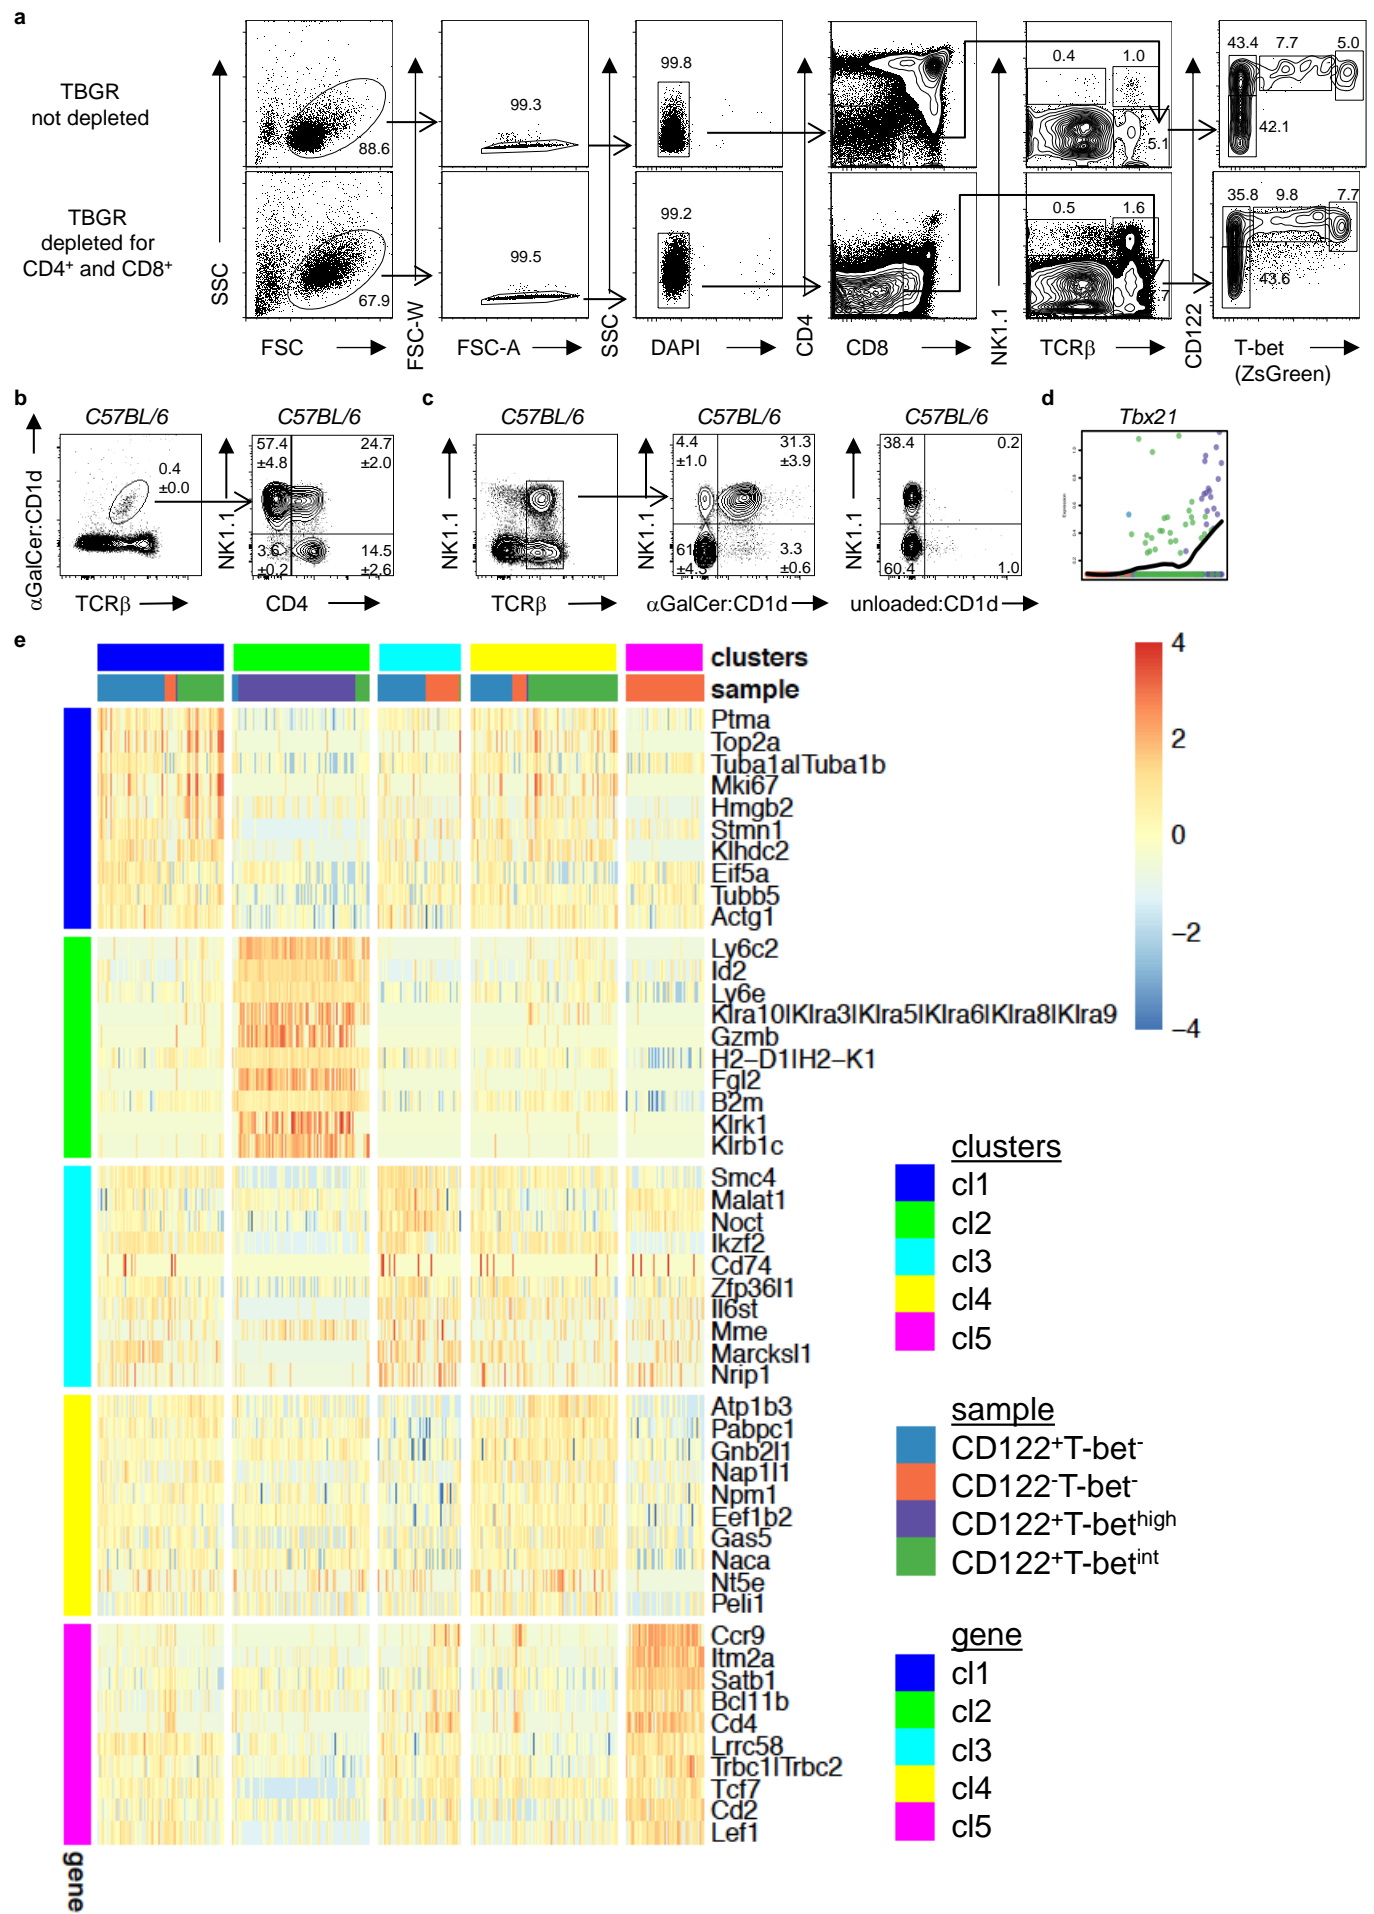

a

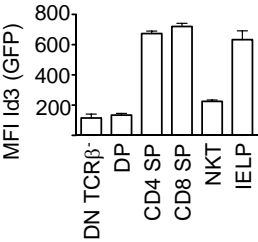

b

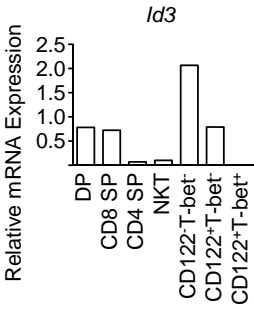

c

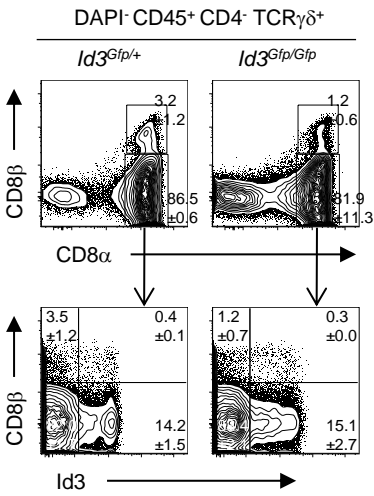

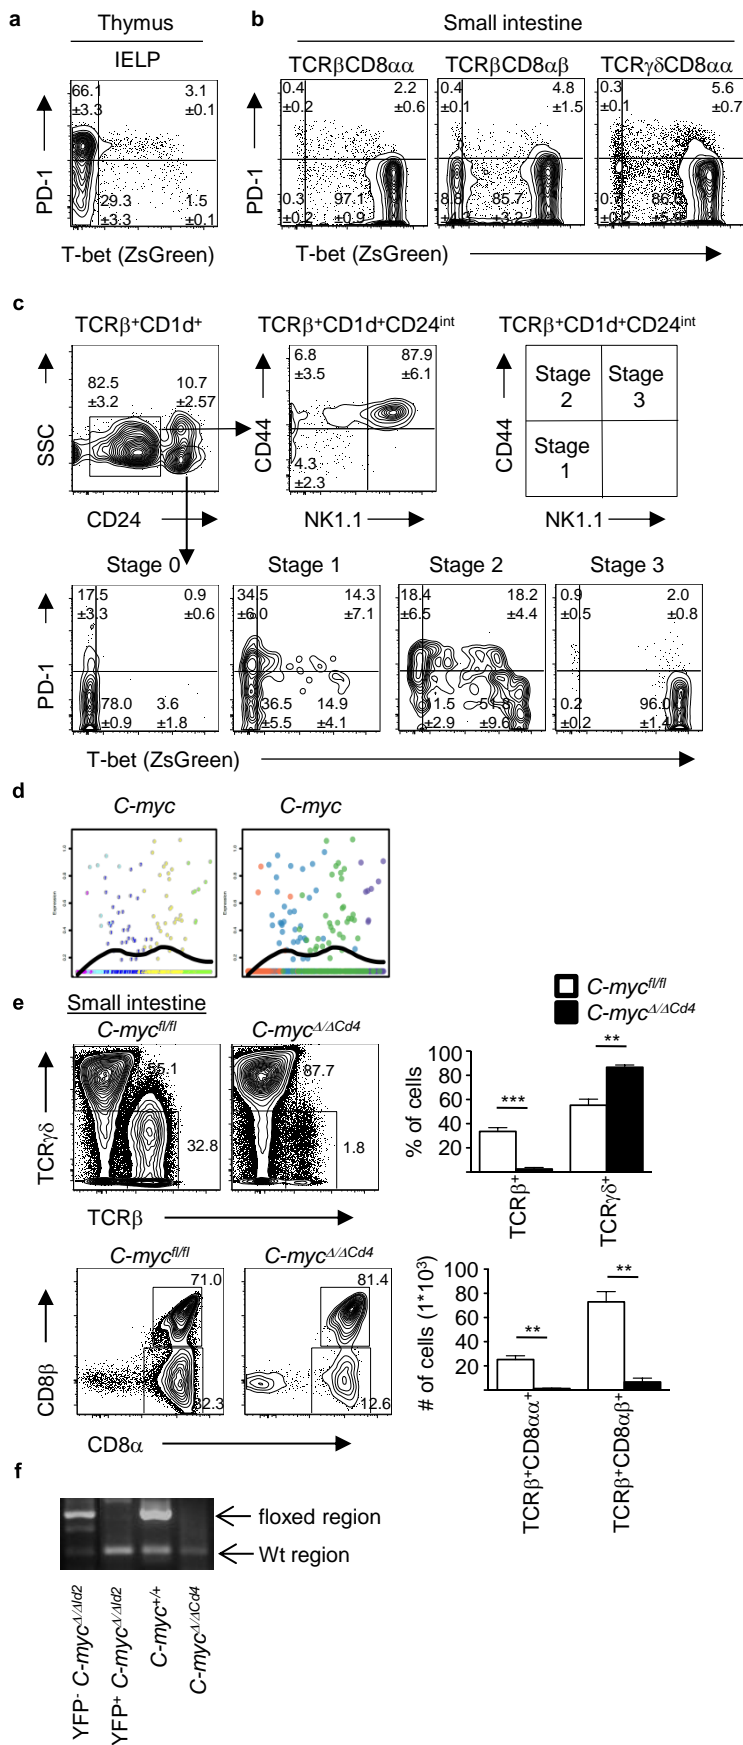

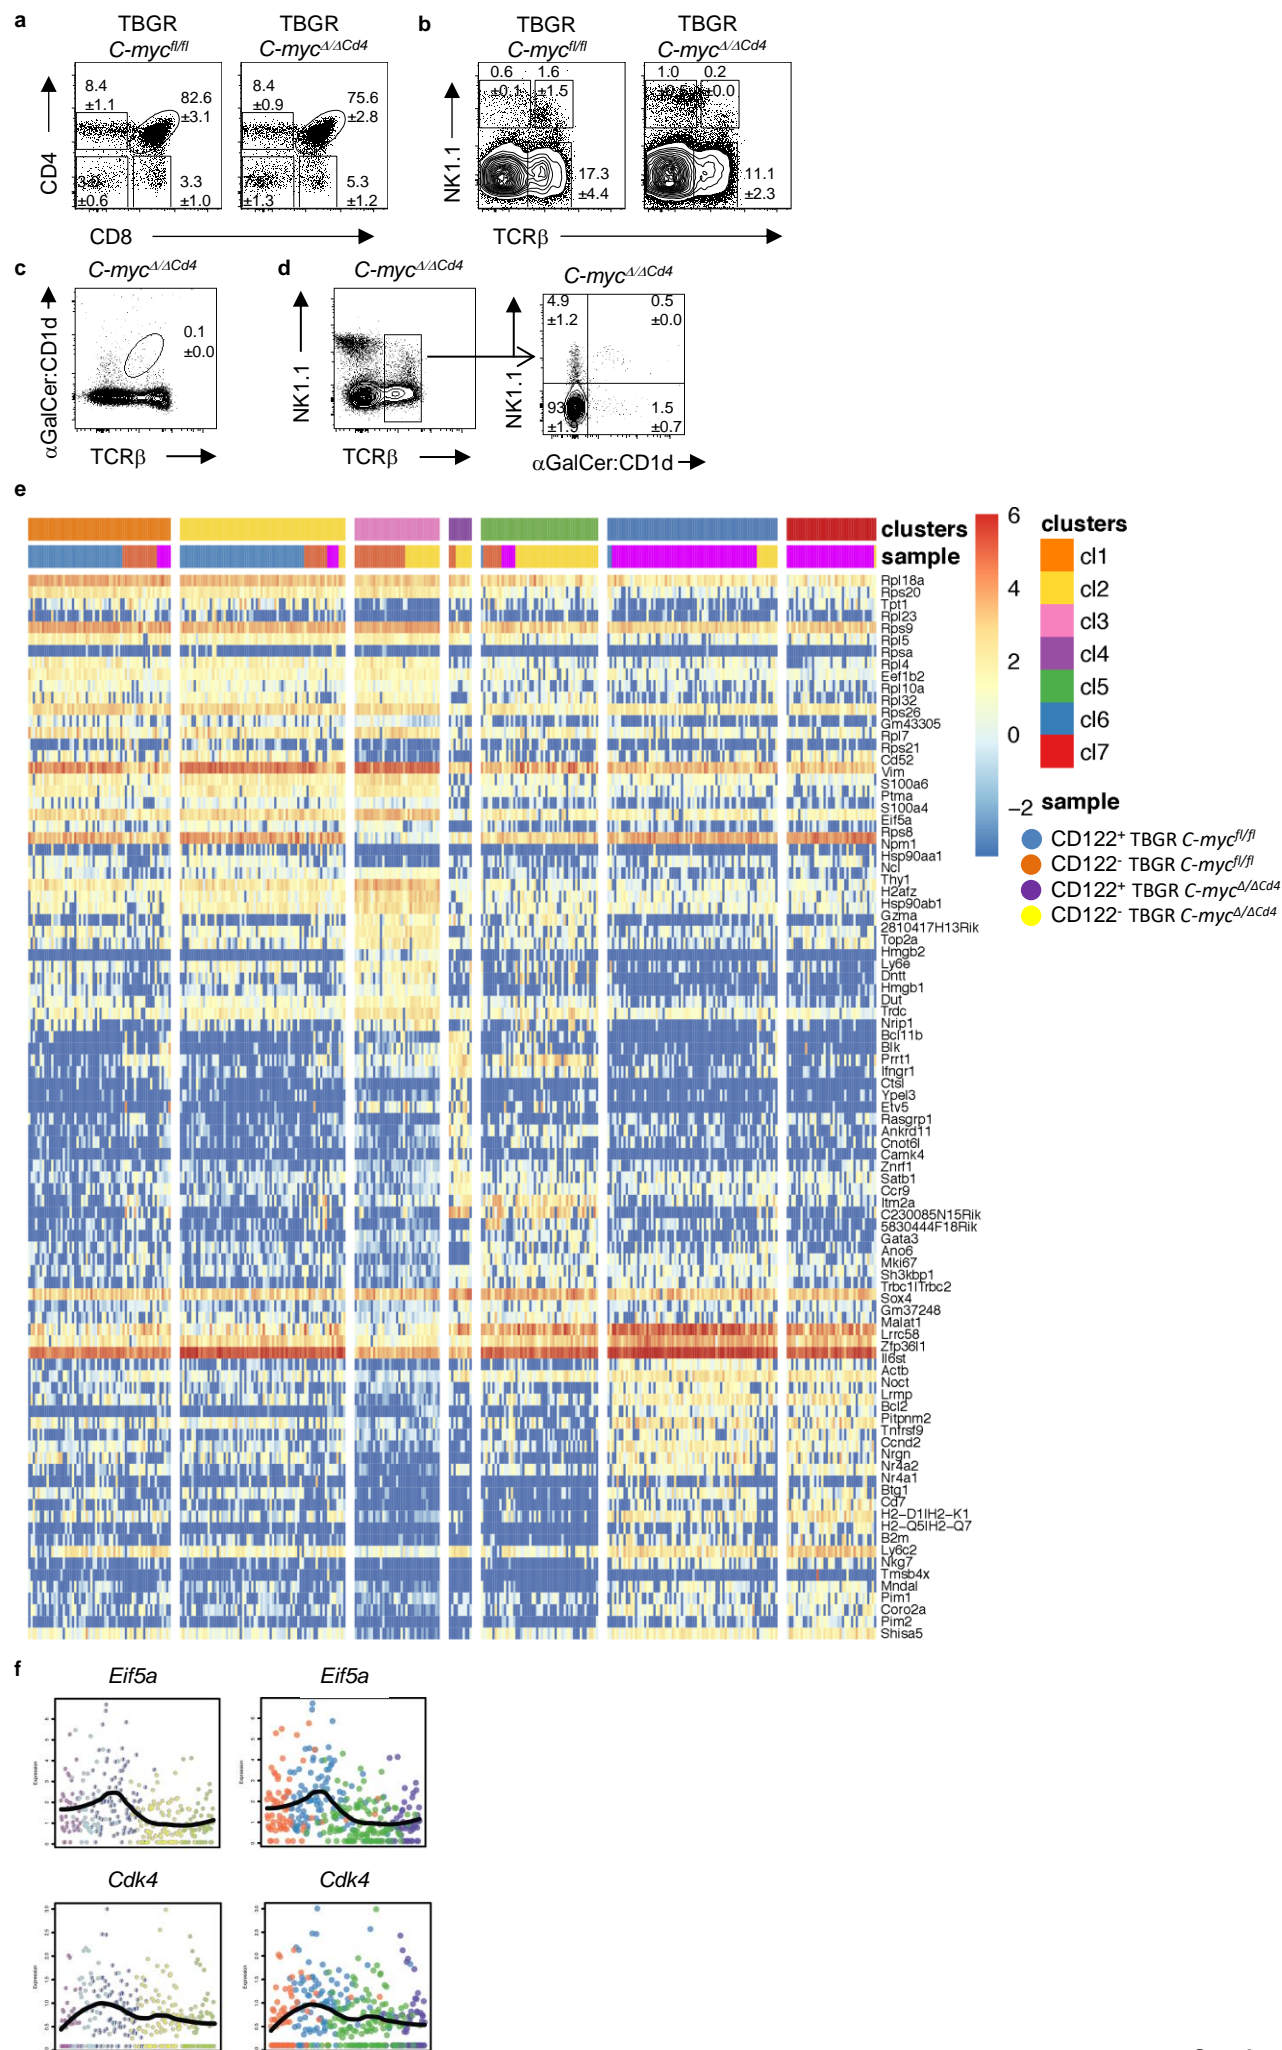

## Supplementary Figure 1: Single cell transcriptomics reveal thymic differentiation pathway of IELPs

(a) Exemplary gating strategy of thymic flow cytometry analysis from TBGR mice (upper row). For cell sorting NK1.1<sup>-</sup> IELPs were enriched by depleting CD8 and CD4 by using Dynabeads magnetic isolation strategy (lower row). (b) Flow cytometric analysis of  $\alpha$ GalCer:CD1d expressing thymocytes in 4 week old C57BL/6 mice (left panel). Numbers denote percentage of cells in gate (Mean  $\pm$  SEM) for at least three mice. Further analysis of  $\alpha$ GalCer:CD1d expressing thymocytes for CD4 vs. NK1.1 expression (right panel). (c) DN TCR $\beta$ <sup>+</sup> thymocytes (left panel) were analyzed for the expression of  $\alpha$ GalCer:CD1d vs. NK1.1 expression (middle panel). Unloaded:CD1d was used for setting gates (right panel). (d) *Tbx21* expression along the predicted IELP trajectory from Figure 1b with sample information. The black line indicates a local regression. (e) Heat map showing the centered and scaled log<sub>2</sub>-expression of the top ten differentially expressed genes (based on inferred adjusted p-value, adjusted p-value < 0.05, in increasing order of p-values) of the respective cluster (y-axis) across cell clusters 1 - 5 (x-axis). Log<sub>2</sub> values above 4 or below -4 were set to 4 or -4, respectively. Differentially expressed genes were obtained by comparing gene expression of cells of the respective cluster to all other clusters and preserved if the respective gene is also differentially expressed in all pairwise comparisons using clusters 1 - 5. *Rps*, *Rpl*, *Rik*, *Gm* and *RP* genes were removed if present. 

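The genes of this heat map were looked up in the summed transcripts of the sorted populations. All 9 genes shown for the paper's cluster 5 were highest in CD122-T-bet- cells, and 9 of the 10 shown for cluster 3 in CD122+T-bet- cells. Of the 9 shown for cluster 1, 7 were highest in CD122+T-bet int and 2 in CD122+T-bet- cells. All 10 genes of cluster 4 were highest in CD122+T-bet int cells and all 8 of cluster 2 in CD122+T-bet high cells. These genes were chosen by the paper from the same cells, so the counts describe the list and are no independent check of it.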

RaceID3 clustered cells are color-coded along the x-axis and the respective differentially expressed genes of each cluster along y-axis.

## Supplementary Figure 2: Id3 regulates the pool size of thymic IELPs

(a) Bar diagram shows MFI of GFP (Id3) in different thymocyte subsets. (b) Bar diagram represents mRNA expression of *Id3* for different thymocyte subsets of three 6 - 12 week old TBGR mice performed by qPCR, experiments were performed twice, one representative result is shown. (c) Flow cytometry analysis of TCR $\gamma\delta$ <sup>+</sup> IELs isolated from the epithelium of the small intestine from 6 - 12 week old *Id3*<sup>Gfp/Gfp</sup> mice with *Id3*<sup>Gfp/+</sup> littermates as controls as in Figure 2h. Cells were pre-gated for DAPI<sup>-</sup> CD45<sup>+</sup> CD4<sup>-</sup> TCR $\gamma\delta$ <sup>+</sup>.

### Supplementary Figure 3: Unconventional agonist-selected T cells progress through a PD-1 stage before up-regulating T-bet

(a) Flow cytometry analysis of PD-1 vs. T-bet from thymic NK1.1<sup>-</sup> IELPs of 6 - 12 week old TBGR mice. Pre-gating is shown in Suppl. Figure 1 a. Numbers denote percentage of cells in the gate (Mean  $\pm$  SEM) from at least 6 mice. (b) Flow cytometry analysis of TCR $\beta$ <sup>+</sup> and TCR $\gamma\delta$ <sup>+</sup> lymphocytes isolated from the epithelium of the small intestine (IELs) of 6 - 12 week old TBGR mice pre-gated for DAPI<sup>-</sup> CD45<sup>+</sup> CD4<sup>-</sup>; TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\alpha$ <sup>+</sup> (left panel), TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\beta$ <sup>+</sup> (middle panel) and TCR $\gamma\delta$ <sup>+</sup> CD8 $\alpha\alpha$ <sup>+</sup> (right panel). IELs were analyzed for PD-1 vs. T-bet expression. Numbers denote percentage of cells in the gate (Mean  $\pm$  SEM) from at least 3 mice. (c) Flow cytometry analysis of thymocytes from 6 - 12 week old TBGR mice pre-gated on CD1d<sup>+</sup> TCR $\beta$ <sup>+</sup> NKT cells. NKT cell development was divided into 4 stages based on SSC and the expression of CD24, CD44, NK1.1. Numbers denote percentage of cells in gate (Mean  $\pm$  SEM) from 3 mice. (d) C-myc expression along the predicted IELP trajectory from Figure 1b with cluster information (left panel) or sample information (right panel). The black line indicates a local regression. (e) Upper row shows flow cytometry analysis of TCR $\beta$ <sup>+</sup> and TCR $\gamma\delta$ <sup>+</sup> lymphocytes isolated from the epithelium of the small intestine (IELs) of 6 - 12 week old *C-myc*<sup>fl/fl</sup> (littermate control) and *C-myc* <sup>$\Delta/\Delta$ Cd4</sup> mice pre-gated on DAPI<sup>-</sup> CD45<sup>+</sup> CD4<sup>-</sup>. Numbers denote percentage of cells in gate (Mean  $\pm$  SEM) from at least 6 mice per genotype. Lower row shows further analysis of TCR $\beta$ <sup>+</sup> IELs for CD8 $\alpha$  vs. CD8 $\beta$  expression. Bar diagrams show percentage (Mean  $\pm$  SEM) of TCR $\beta$ <sup>+</sup> and TCR $\gamma\delta$ <sup>+</sup> lymphocytes (upper row) and absolute cell numbers of TCR $\beta$ <sup>+</sup> IELs (lower row, Mean  $\pm$  SEM). (f) YFP<sup>-</sup> and YFP<sup>+</sup> TCR $\beta$ <sup>+</sup>CD8 $\alpha\alpha$ <sup>+</sup> lymphocytes from small intestine of tamoxifen-treated *C-myc* <sup>$\Delta/\Delta$ Id2</sup> mice and as controls TCR $\beta$ <sup>+</sup>CD8 $\alpha\alpha$ <sup>+</sup> IELs from *C-myc*<sup>+/+</sup> and *C-myc* <sup>$\Delta/\Delta$ Cd4</sup> mice were sorted by flow cytometry and tested for Cre-mediated excision of the floxed *C-myc* allele by PCR, experiments were performed thrice, one representative result is shown.

### Supplementary Figure 4: C-myc knockout NK1.1<sup>-</sup> IELPs show developmental arrest after agonist selection

(a - b) Flow cytometric analysis of thymocytes from 6 - 16 week old TBGR *C-myc* <sup>$\Delta/\Delta$ Cd4</sup> mice and TBGR *C-myc*<sup>fl/fl</sup> littermate mice as controls. Plots show thymic lymphocytes (CD45<sup>+</sup>) (a) and DN thymocytes (b). Numbers denote percentage of cells in gate (Mean  $\pm$  SEM) for at least 6 mice per genotype (c) Flow cytometric analysis of  $\alpha$ GalCer:CD1d expression thymocytes in 2 - 3 week old *C-myc* <sup>$\Delta/\Delta$ Cd4</sup> mice. Numbers denote percentage of cells in the gate (Mean  $\pm$  SEM) for at least three mice. (d) DN TCR $\beta$ <sup>+</sup> thymocytes (left panel) were analyzed for the expression of  $\alpha$ GalCer:CD1d vs. NK1.1 expression (right panel). Unloaded:CD1d was used for setting gates (not shown). (e) Heat map showing the log2-expression of the top 15 differentially expressed genes (based on inferred adjusted p-value, adjusted p-value < 0.05, in increasing order of p-values) of the respective cluster (y-axis) across cells of cluster 1 - 7 of RaceID3 inferred clustering (x-axis). Log2 values above 6 or below -4 are set to 6 or -4, respectively. Differentially expressed genes are obtained by comparing gene expression of cells of the respective cluster to all other clusters. 

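Of the genes in this heat map, all 13 of the *Rps* and *Rpl* families were lower in TBGR *C-myc* Δ/ΔCd4 than in TBGR *C-myc* fl/fl CD122+T-bet- cells, with a median log2 ratio of −1.43 and a range from −1.97 to −1.03, and for 7 of them the libraries did not overlap. Among the other 73 genes, 23 were lower and 50 higher in TBGR *C-myc* Δ/ΔCd4 cells, and 54 had no overlap of libraries. The paper chose the genes from these same cells.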

RaceID3 clusters and the respective sample information are color-coded along the x-axis. (f) *Eif5a* and *Cdk4* expression along the predicted IELP trajectory from Figure 1b with cluster information (left panel) or sample information (right panel). The black line indicates a local regression.

How the deposited data were processed for this re-analysis (not part of the article)

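Single NK1.1- IELPs of 3 mice, 1 per genotype (TBGR of 4 weeks, TBGR *C-myc* fl/fl and TBGR *C-myc* Δ/ΔCd4 of 2 weeks by their labels), were measured by CEL-Seq2 in 20 libraries of 96 cells. The summary deposited with the data calls the sorted thymocytes NK1.1+, while the paper calls them NK1.1- throughout, and the paper is followed here. The TBGR mouse gave 2 libraries for each of 4 sorted populations and the TBGR *C-myc* Δ/ΔCd4 mouse 2 libraries for each of the 2 T-bet- populations. Each of the 8 TBGR *C-myc* fl/fl libraries held 2 populations, CD122-T-bet- and CD122+T-bet- cells in 4 of them and CD122+T-bet int and CD122+T-bet high cells in the other 4. Wells were assigned to populations by the description that accompanies the counts. In the text, the libraries of a population are numbered in the order of their labels, and for the TBGR *C-myc* fl/fl mouse the libraries of T-bet- cells and those of T-bet int and T-bet high cells are each numbered from 1 to 4.

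The authors aligned reads to the GENCODE VM9 transcripts with bwa and counted UMIs of 6 bases per gene and cell. What they deposited is the estimated count of transcripts after correction for UMIs drawn more than once, with no normalization between cells. Every value was checked to be one that this conversion can give. The values were rounded to whole transcripts. Each table also has 96 barcodes without a cell, which were left out.

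Mitochondrial genes and spike-ins were left out of the totals. Cells with at least 2000 transcripts and at most 2% of *Kcnq1ot1* were kept, after the paper's methods. This left 678 of 768 TBGR cells, 507 of 768 T-bet- cells of the 2 *C-myc* genotypes, and 116 CD122+T-bet int and 112 CD122+T-bet high cells of the TBGR *C-myc* fl/fl mouse. Cells were sorted singly into wells and no doublet caller was run. The median number of transcripts per passing cell was 5106 and 5130 in the CD122-T-bet-, 7076 and 7074 in the CD122+T-bet-, 6405 and 6334 in the CD122+T-bet int and 4835 and 3805 in the CD122+T-bet high libraries of the TBGR mouse. In the TBGR *C-myc* fl/fl mouse it was 5890.5, 5984, 6024 and 5936 in these 4 populations, and in the TBGR *C-myc* Δ/ΔCd4 mouse 4238 and 4921 in the T-bet- populations. The paper gives its sequencing depth in reads, which cannot be set beside these numbers.

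Transcripts were summed over the cells of each population and mouse and divided by the total of all genes, and are given per 1000000 transcripts (CPM). Exact Poisson intervals were computed for sums and exact binomial intervals for shares, both at 95%. Log2 ratios were taken after adding 0.5 transcripts to each sum. With 1 mouse per genotype, no test was run between populations or genotypes, and the value of each library and whether libraries overlap were recorded instead. Shares of cells with a transcript were compared after thinning every cell to 2000 transcripts, which leaves out no passing cell. Genes named in the text are those that the paper names for these data, including its heat maps, and for each comparison the 5 genes with the largest log2 ratio in each direction among those with at least 100 transcripts in either group and no overlap of libraries.

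Before the ratios were seen, 5 gene lists were set in advance. They are ribosomal proteins, translation factors, glycolysis, cell cycle and agonist selection. The median ratio of each list was set against 10000 random lists of the same size, drawn from 20 bins of expression, among genes with at least 10 transcripts. Also set in advance were 8 lists of cell type markers, for CD4+CD8+ double positive thymocytes, γδ T cells, NKT cells, B cells, myeloid or dendritic cells, regulatory T cells, agonist-selected PD-1+ IELPs and mature T-bet+ IELPs. A cluster was named after a list only if at least 3 of its markers were among the 10 leading genes. The IELP lists share genes with those that the paper names from these same cells, so such a name is no independent identification.

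For clustering, counts were rescaled to 2000 per cell and genes with at least 3 rescaled transcripts in at least 5 cells were considered. Genes correlated above 0.4 with cell cycle or batch genes, and those correlated above 0.65 with the 4 markers of low-quality cells that the paper names, were left out. The paper removed the second group from its data. Here these genes still counted for the minimum but were left out of the rescaling and of the variable genes. This step was not named in the plan for clusters, pseudotime and mixing. It was taken up after the counts had been seen and ahead of the first clustering. Cells were grouped by k-medoids (5 clusters in the TBGR mouse, 7 in the 2 *C-myc* genotypes, 25 random starts) on the distance of 1 less the Pearson correlation. Diffusion pseudotime used 20 principal components, 15 neighbours and 10 bins. It started from the CD122-T-bet- cell farthest from the mean of CD122+T-bet high cells on the first diffusion component. Mixing of genotypes is the share of the 10 nearest neighbours of a cell that come from the other genotype, with equal numbers of cells drawn from each. RaceID3 and StemID2 were not run.

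The calculations were tested on simulated data. Without a change put in, 97.3% of intervals of 951 genes held 0, and with 200 genes changed the direction was found for 100% of them and 96.5% of intervals held the value put in. Neighbours from the other genotype made up 50.9% of CD122+T-bet- cells without a change over 199 genes, and 0% with 200 genes changed over 198 genes. In these comparisons of genotypes the simulated cells held no differences between libraries or mice, so they test the calculations alone.

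Alternatives were minimums of 1000 and 3000 transcripts, mitochondrial genes counted, no limit on *Kcnq1ot1*, the mean over rescaled cells, scaling by a trimmed mean of M-values, totals without ribosomal protein genes and *Malat1*, thinned cells, cells without *Mki67* and *Top2a* transcripts, the TBGR mouse as the control, other numbers of clusters, components, bins and neighbours, Leiden clustering, and each library left out in turn. Leaving out the genes that mark low-quality cells from totals or the filter, and keeping them among the variable genes, were added after seeing the data. The qPCR, flow cytometry and reporter experiments were not analysed here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9 were used.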

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

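The tests of handling, of cells of another type for the fall of *Nr4a1* in the TBGR mouse, of RNA from other wells, of a few abundant genes for the falls in TBGR *C-myc* Δ/ΔCd4 cells, and of the transcripts per CD122+T-bet int cell were chosen only after the results they address were seen. Chance marks about 1 in 20 groups of libraries by the distance used here, and 4 of 24 groups of 4 TBGR *C-myc* fl/fl libraries were marked.

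In CD122+T-bet- cells, T-bet- library 4 of the TBGR *C-myc* fl/fl mouse lay far from the other 3 in its share of ribosomal protein transcripts, 4.25%, and in its share of transcripts from genes that mark low-quality cells, 60.3% against 27.5% to 30.4%. It had 22 passing cells. With those genes left out of the total, its ribosomal share was 10.7% and the lowest of the others 13.6%, so they are not the whole cause. Few transcripts per cell are argued against as well. Its 5 cells with at least 6466 transcripts, the median of the other libraries, had a ribosomal share of 5.35% and a share of low-quality genes of 58.2%. Nor does a swap with TBGR *C-myc* Δ/ΔCd4 cells account for it, since *Malat1* stood at 668 CPM. Open explanations for the rest are a difference in the quality of the cells of this library, which no test separated, and chance, and the design names no biological difference between libraries of 1 mouse.

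T-bet int cells of the TBGR *C-myc* fl/fl mouse had a mitochondrial share of 11.4% in library 1, against 9.25% to 9.60% in the other 3 libraries. Without the genes that mark low-quality cells in the total, the share of that library was 14.4% and lay within the range of the others (12.3% to 16.1%), so a difference in those genes may account for it. Depth is argued against, as its cells with many transcripts had 11.6%. No biological explanation was tested.

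T-bet high cells of library 4 of the same kind had a median of 4490.5 transcripts, against 6272 to 6373 in the other 3 libraries. Its CD122+T-bet int cells had a median of 4539, close to the 4599 of library 3, whose T-bet high cells had 6272, so a lower yield of the whole library and chance cannot be told apart. No biological explanation was tested.

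From CD122-T-bet- to CD122+T-bet- cells, the log2 ratio of *Nr4a1* was −0.47 in the TBGR mouse, 1.73 in the TBGR *C-myc* fl/fl mouse and 1.75 in the TBGR *C-myc* Δ/ΔCd4 mouse. Every library of one population lay on the same side of the other in each mouse. The difference to the TBGR mouse was −2.196 for TBGR *C-myc* fl/fl and −2.22 for TBGR *C-myc* Δ/ΔCd4, and these differences were not tested. Removing the genes that mark low-quality cells left a ratio of −0.77 in the TBGR mouse, 1.80 in TBGR *C-myc* fl/fl and 2.07 in TBGR *C-myc* Δ/ΔCd4 cells, so a few abundant genes are not the source. Among 6 genes that respond early to handling (*Fos*, *Fosb*, *Jun*, *Junb*, *Egr1* and *Ier2*), the median ratio was 1.25 in the TBGR *C-myc* fl/fl mouse, as handling would give, and this explanation stays open for the rise. It was 0.51 in the TBGR mouse, a direction opposite to the fall of *Nr4a1* there, so handling is argued against for the fall. Without cells that had a transcript of γδ or double positive genes or of cycling genes, the ratio was 1.15 in TBGR *C-myc* fl/fl cells, so the rise is not carried by such cells. In the TBGR mouse it was −0.36 and rests on 8 CD122+T-bet- cells, so for the fall this explanation and a change within the cells cannot be told apart. Age differs between the TBGR mouse and the other 2 and stays open as untested.

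Other genes also moved in opposite directions between these populations. Of 54 comparisons of 2 mice over 18 genes, 9 were opposite, and 7 remained so without the genes that mark low-quality cells. The 2 that did not are those of *Eef1b2* and *Cdk4* between TBGR *C-myc* fl/fl and TBGR *C-myc* Δ/ΔCd4 cells. The ratio was higher in TBGR than in TBGR *C-myc* Δ/ΔCd4 cells by 1.35 for *Eif5a*, 1.32 for *Eef1b2*, 7.14 for *Cdk1* and 1.63 for *Cdk4*. It was higher in TBGR *C-myc* fl/fl than in TBGR *C-myc* Δ/ΔCd4 cells by 1.55 for *Eef1b2*, 1.51 for *Cdk4* and 1.43 for *Ldha*. None of these differences was tested. In the TBGR *C-myc* Δ/ΔCd4 mouse the 5 genes fell from CD122-T-bet- to CD122+T-bet- cells, and all 5 still fell without the genes that mark low-quality cells, which argues against a few abundant genes. In cells without transcripts of γδ and double positive genes, 34 CD122-T-bet- and 40 CD122+T-bet- cells, only 1 of the 5 genes was lower, *Cdk1*. A different mixture of cell types in the CD122-T-bet- gate is therefore a candidate explanation for these falls in TBGR *C-myc* Δ/ΔCd4 cells. The set of genes used to leave cells out includes *Tcrg-C1* and *Tcrg-C4*, which were also abundant in CD122+T-bet high cells of the TBGR mouse (667 and 669.7 CPM), where no *Trdc* transcript was counted, so it also leaves out cells of the lineage studied. With *Trdc*, *Rag1*, *Rag2* and *Dntt* alone, 52 CD122-T-bet- and 113 CD122+T-bet- cells remained and again 1 gene was lower. An effect of the genotype stays open.

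The paper does not report on the CD122+T-bet int and CD122+T-bet high cells of the TBGR *C-myc* fl/fl mouse. *Tbx21* rose there with a log2 ratio of 1.65, from 18.8 to 60.03 CPM. All 8 genes examined changed in the same direction as in the TBGR mouse when cells were thinned to equal depth, which argues against depth as the source of the directions. Most differences were smaller than in the TBGR mouse. The ratio was −1.06 against −3.51 for *Ikzf2*, −1.78 against −5.21 for *Id3*, 3.14 against 6.10 for *Klrk1* and −0.91 against −2.95 for *Nr4a1*. Both populations shared each TBGR *C-myc* fl/fl library, so RNA from other wells could make them more alike. To account for the smaller falls, it would have to bring CD122+T-bet high cells to at least 32.4% of the level of CD122+T-bet int cells in every gene for *Ikzf2*, 16.8% for *Id3* and 12.2% for *Nr4a1*. Over the 5 genes with the largest fall in the TBGR mouse the level was 19.8% (16.2 to 24.0), below the share for *Ikzf2* but not below those for *Id3* and *Nr4a1*, and a test of single genes was then chosen. Of 1065 genes, with intervals corrected for that number, 3 also lay below the share for *Ikzf2* (*Igfbp4* at 3.89%, Plac8 at 8.05% and *Nrgn* at 13.5%), so RNA from other wells is argued against as the whole cause there. For *Id3* the number was 1 and for *Nr4a1* 0, too few to decide. For the rises of *Klrk1* and *Klrb1c*, *Il2rb*, which such RNA would bring into CD122-T-bet- cells, stood at 9.88 CPM in the TBGR *C-myc* fl/fl mouse with mixed libraries, 7.14 in the TBGR mouse and 2.61 in the TBGR *C-myc* Δ/ΔCd4 mouse, with intervals that overlap. For *Id3*, *Nr4a1*, *Klrk1* and *Klrb1c*, RNA from other wells and a difference between the mice, which also differ in age, therefore cannot be told apart.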

How the results depend on the processing

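Leaving out the genes that mark low-quality cells, from the totals or from the cell filter, and keeping them among the variable genes were tests chosen only after the data were seen, and all other alternatives were set before the data were examined. A rule by which a change of sign counts as a reversal only if the interval of the reported value leaves out 0 was also set after a round of values had been seen, and it lowered the number of reversals. Under that rule 2 ratios of single genes reversed. Counted without it, no comparison and no gene ratio changed sign in CD122+T-bet- cells, and 13 and 20 did in CD122-T-bet- cells.

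In the TBGR mouse, 16 directions between neighbouring populations were set down from the paper, and all stayed as they were when any library was left out. The fall of *Nr4a1* from CD122-T-bet- to CD122+T-bet- cells is among them, though the paper states only that its module is established slightly earlier than *Ikzf2*. The continuous increase of *Id2* that the paper states was entered only for CD122+T-bet high over CD122+T-bet int cells. The 16 are therefore no full tally of the paper's statements. Under alternatives set in advance, 18 values of single genes moved by more than the spread between libraries and 206 did not. With thinned cells, the 18 include *Pdcd1* in CD122+T-bet- over CD122-T-bet- cells (2.34) and in CD122+T-bet int over CD122+T-bet- cells (−0.70). The following ratios changed without single libraries, and those of *Klrk1* and *Tbx21* are not among the 18. That of *Klrk1* in CD122+T-bet high over CD122+T-bet int cells was 5.37 without CD122+T-bet int library 1 and 7.20 without library 2, and that of *Klrb1c* was 3.33 and 4.50. That of *Tbx21* in CD122+T-bet int over CD122+T-bet- cells was 6.07 without CD122+T-bet- library 1 and 3.91 without library 2, and that of *Nr4a1* in CD122+T-bet- over CD122-T-bet- cells was −0.17 and −0.80. Without CD122-T-bet- library 1 or library 2, that of *Ikzf2* in CD122+T-bet- over CD122-T-bet- cells was 1.65 and 2.40, and that of *Eif5a* was 0.88 and 0.40.

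The peak of *Ikzf2* stayed 40 to 60 percent of cells ahead of that of *Tbx21* without each library in turn. The position of the peak of *Nr4a1* moved from 5 to 25 percent without CD122-T-bet- library 1, and that of *Myc* from 55 to 75 percent without CD122+T-bet high library 2. That of *Pdcd1* moved from 35 to 55 percent without CD122+T-bet int library 2, that of *Cdk4* from 45 to 65 percent with cell cycle genes kept, and that of *Nr4a2* from 35 to 55 percent with the low-quality genes kept.

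The share of TBGR cells in clusters led by their own population, 79.5%, was 85.1% with Leiden clustering, 75.4% with cell cycle genes kept and 64.2% with the low-quality genes kept. It was 74.7% to 80.5% without each library. Among CD122+T-bet- cells of the 2 *C-myc* genotypes, the share in clusters led by their own genotype, 93.1%, was 74.9% with the low-quality genes kept and 90% to 96.0% without each library. Mixing of genotypes in CD122-T-bet- cells, 27.2%, rose to 37.1% without ribosomal protein genes and to 36.5% with the low-quality genes kept, and was 26.0% to 32.3% without each library. In CD122+T-bet- cells it rose from 8.98% to 20.7% with the low-quality genes kept and was 7.84% to 13.8% without each library, the highest without TBGR *C-myc* Δ/ΔCd4 library 2. The reported values for clusters, pseudotime and mixing leave these genes out, a choice made after the counts had been seen, and the values with the genes kept are those without that choice. The cause of these changes was not tested.

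For TBGR *C-myc* Δ/ΔCd4 against TBGR *C-myc* fl/fl CD122+T-bet- cells, all 9 genes named by the paper kept their direction under every alternative run. The ratio ranged over the alternatives from 0.09 to 1.16 for *Ikzf2*, 0.69 to 1.52 for *Nr4a1*, 0.89 to 2.15 for *Bcl2*, −4.21 to −1.79 for *Cdk1*, −1.62 to −0.90 for *Cdk4*, −1.57 to −0.57 for *Eif5a*, −1.82 to −1.43 for *Eef1b2*, −2.06 to −0.57 for *Ldha* and −1.45 to −0.96 for *Pkm*. That of *Myc* was −3.15 without TBGR *C-myc* Δ/ΔCd4 CD122+T-bet- library 1 and −1.11 without library 2. The log2 ratio of ribosomal shares was −1.26 to −1.07 without each library. With the TBGR mouse as the control, the median of the cell cycle list moved from −2.13 to −1.29 and that of the agonist selection list from 1.11 to 0.18. Against that control the median of all genes was −0.35, and relative to it the 2 lists stood at −0.94 and 0.53. With the low-quality genes left out, the agonist selection list stood at 0.58 against that control, at percentile 99.92. Without each library, the medians were −1.16 to −0.94 for ribosomal proteins, −0.55 to −0.28 for translation factors, −1.16 to −0.87 for glycolysis, −2.198 to −1.90 for cell cycle and 0.80 to 1.27 for agonist selection.

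In CD122-T-bet- cells results were less stable. Of the 9 genes, 8 had the direction that the paper states for CD122+ cells in ratios not set relative to the median of all genes, and 9 did relative to it (2 with the TBGR mouse as the control). The first number was 4 without TBGR *C-myc* fl/fl library 1, 5 without library 3 and 3 with the TBGR mouse as the control, and 4 to 9 without each library. With that control the ratio of *Nr4a1* reversed to −1.53 and that of *Bcl2* to −1.29. The medians of the lists, which are not set relative to the median of all genes, moved from −0.29 to −0.84 for glycolysis, from 0.55 to 3.10 for cell cycle and from 0.52 to −1.11 for agonist selection with that control, and to −0.86 for glycolysis with the low-quality genes left out. The list of translation factors, at 0.36, changed sign to −0.11 with that control and to −0.09 with the low-quality genes left out. For ribosomal proteins the median of 0.10 changed sign to −0.44 with that control, to −0.21 with a trimmed mean of M-values and to −0.29 with the low-quality genes left out. Relative to the median of all genes, the ribosomal proteins stood at −0.37, below each of the random lists, at −0.15 with that control (percentile 0.21) and at −0.38 with the low-quality genes left out, again below each list. Glycolysis stood at −0.77, −0.56 and −0.95 (percentiles 0.01, 0.40 and 0). For translation factors these values were −0.12, 0.18 and −0.18 (percentiles 19.1, 63.5 and 3.6). For cell cycle they were 0.07, 3.38 and 0.08 (percentiles 84.8, 100 and 90.3). For agonist selection they were 0.04, −0.83 and −0.06 (percentiles 66.8, 0 and 41.9). For TBGR *C-myc* fl/fl to TBGR cells, both without the deletion, agonist selection stood at percentile 0 and cell cycle at 100. The other lists lay between, with ribosomal proteins at 82.42, translation factors at 96.82 and glycolysis at 57.37. The ratio of ribosomal shares, −0.02, was −0.23 to 0.15 without each library and 0.06 with a minimum of 3000 transcripts. It was −0.41 with the low-quality genes left out, −0.41 with the TBGR mouse as the control and −0.42 as a mean over cells. It was 0.11 without TBGR *C-myc* Δ/ΔCd4 library 1, 0.15 without TBGR *C-myc* fl/fl library 1 and 0.09 without TBGR *C-myc* fl/fl library 3. Glycolysis changed sign to 0.11 without TBGR *C-myc* fl/fl library 1. Without each library, the medians were −0.17 to 0.25 for ribosomal proteins, 0.21 to 0.58 for translation factors, −0.51 to 0.11 for glycolysis, 0.30 to 1.04 for cell cycle and 0.29 to 0.74 for agonist selection. The cause was not tested.

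Over all comparisons, 258 values under alternatives set in advance stayed within the spread between libraries or the interval and 13 moved, and under the added ones 25 stayed and 5 moved. Ratios of single genes between the genotypes moved in 30 and stayed in 131 values in CD122+T-bet- cells, and in CD122-T-bet- cells 42 moved, 2 reversed and 117 stayed. Leaving out clusters led by γδ T cell, B cell or myeloid markers gave no value, as no cluster of the reported clustering had 3 such markers among its leading genes. With the low-quality genes left out ahead of the minimum, 1 cluster of the 2 *C-myc* genotypes had 4 γδ T cell markers among its leading genes (*Sox13*, *Maf*, *Blk* and *Trdc*), and 13 of its 17 cells were TBGR *C-myc* Δ/ΔCd4 cells, 11 of them CD122-T-bet-. Ratios without that cluster were not computed. Genes chosen by size with a minimum of 30 transcripts shared 3 of 10 names with those at 100 in CD122+T-bet- cells and 0 of 10 in CD122-T-bet- cells. Depth limits genes with few transcripts, such as *Tbx21* in CD122+T-bet- cells (2 transcripts), *Id3* in CD122+T-bet high cells (5) and *Myc* in single libraries (1 to 43 in T-bet- cells). No paired analysis was possible because no result comes from a test, as each genotype is 1 mouse. Populations that share a TBGR *C-myc* fl/fl library were compared within it, and over the 4 libraries the log2 ratio was 1.14 to 1.82 for *Nr4a1* in CD122+T-bet- over CD122-T-bet- cells, and 0.40 to 2.26 for *Tbx21* and −1.46 to −0.61 for *Ikzf2* in CD122+T-bet high over CD122+T-bet int cells.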

Differences from the paper's values

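No alternative added after the data were seen brought the value below within the error. For *Cdk1* in CD122+T-bet- cells, the paper's log2 ratio of TBGR *C-myc* Δ/ΔCd4 to TBGR *C-myc* fl/fl is about −2.2 in Fig. 5m, read by eye, and the ratio of summed transcripts here is −3.42, with an SD of 1.06 over pairs of libraries. The paper compares the same sorted populations, with a model of the variability between cells and its own filter and rescaling of cells, while the value here is a ratio of summed transcripts of 1 mouse per genotype. Among alternatives set before the data were examined, the difference was within the error for cells without *Mki67* and *Top2a* transcripts (−2.67), without TBGR *C-myc* Δ/ΔCd4 CD122+T-bet- library 2 (−3.01), without TBGR *C-myc* fl/fl library 1 (−3.21) and with the TBGR mouse as the control (−1.79). It was not with a minimum of 1000 (−3.36) or 3000 transcripts (−3.39), the mean over rescaled cells (−4.21), a trimmed mean of M-values (−3.46), totals without ribosomal protein genes and *Malat1* (−3.49), thinned cells (−3.73), or without TBGR *C-myc* Δ/ΔCd4 CD122+T-bet- library 1 (−3.75), TBGR *C-myc* fl/fl library 2 (−3.30), 3 (−3.54) or 4 (−3.57). Leaving out either TBGR *C-myc* Δ/ΔCd4 CD122-T-bet- library does not touch this ratio. With the genes that mark low-quality cells left out it was −3.35.

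The paper says that a fall of *Id3* in CD122+ IELPs, measured by qPCR, also matches its single-cell data, while on those data themselves it places the peak of *Id3* between the CD122+T-bet- and CD122+T-bet int stages. Here *Id3* rose from 124 CPM in CD122-T-bet- to 468 in CD122+T-bet- cells of the TBGR mouse, and fell below the level of CD122-T-bet- cells only in CD122+T-bet high cells, at 7.09, which lies with the second statement.

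The numbers of cells, 678 against the paper's 645 and 507 against the paper's 347, are higher by factors of 1.05 and 1.46, and a number was taken to differ only above a factor of 1.5. Leaving out the genes that mark low-quality cells before the filter, which was chosen after seeing the values, gave 645 and 351 cells.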

Other observations

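The tests of a batch shared by the TBGR and TBGR *C-myc* Δ/ΔCd4 libraries were chosen only after the results were seen, with the grouping of genes and the limit of 0.1 log2 for equal values.

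The 2 mice without the deletion differed from each other in CD122+T-bet- cells in many of the genes that differ between the genotypes. Across 1147 genes, the log2 ratio of TBGR *C-myc* Δ/ΔCd4 to TBGR *C-myc* fl/fl CD122+T-bet- cells correlated with that of TBGR to TBGR *C-myc* fl/fl CD122+T-bet int cells, which share no library with them, with a Pearson coefficient of 0.46. Both ratios are taken to the same TBGR *C-myc* fl/fl mouse, so a trait of that mouse would also give a positive coefficient. No coefficient without such a difference was computed. A difference between the TBGR *C-myc* fl/fl libraries and all others may therefore contribute to the differences between genotypes. Preparation, sequencing and a trait of that mouse cannot be told apart as its source. For *Eif5a* and *Ldha*, the ratio of TBGR to TBGR *C-myc* fl/fl came within 0.0889 of that of TBGR *C-myc* Δ/ΔCd4 to TBGR *C-myc* fl/fl relative to the median of all genes, so a shared difference could account for most of their fall. The ratio of TBGR *C-myc* Δ/ΔCd4 to TBGR itself was −0.22 for *Eif5a* (−0.36 to −0.04 over the 4 pairs of a TBGR *C-myc* Δ/ΔCd4 and a TBGR library) and −0.23 for *Ldha* (−0.79 to 0.23), so a shared difference and the genotype cannot be told apart as the source of the rest. A shared difference is argued against as the whole cause for the other genes. The lowest ratio of TBGR *C-myc* Δ/ΔCd4 to TBGR among *Ikzf2*, *Nr4a1* and *Bcl2* was 0.44, that of the ribosomal protein genes had a median of −0.98, and for *Cdk1*, *Cdk4* and *Pkm* the gap to the ratio of TBGR to TBGR *C-myc* fl/fl was at least 0.41. Over the same pairs the ratio was 0.19 to 0.64 for *Ikzf2* and −0.74 to −0.30 for *Cdk4*. Age also differs between the TBGR mouse and the others and stays open as untested. A difference particular to the TBGR *C-myc* Δ/ΔCd4 libraries cannot be told apart from the genotype.

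That TBGR *C-myc* Δ/ΔCd4 and TBGR *C-myc* fl/fl CD122+T-bet- cells cluster apart could come from a difference between batches as well. TBGR and TBGR *C-myc* fl/fl CD122+T-bet- cells had 5.51% of neighbours from the other mouse, against 8.98% between the genotypes. Between TBGR and TBGR *C-myc* Δ/ΔCd4 CD122+T-bet- cells the share was 5.65%. Every pair of mice was thus separated, so these shares do not point to a batch shared by the TBGR and TBGR *C-myc* Δ/ΔCd4 libraries alone.

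*Trdc* was higher in TBGR *C-myc* Δ/ΔCd4 than in TBGR *C-myc* fl/fl CD122+T-bet- cells, 212 against 9.24 CPM, so cells of another type were tested as a source of the differences between genotypes. In cells without transcripts of γδ or double positive genes, 40 TBGR *C-myc* Δ/ΔCd4 and 72 TBGR *C-myc* fl/fl CD122+T-bet- cells, the differences remained. The lowest log2 ratio among *Ikzf2*, *Nr4a1* and *Bcl2* was 0.57, that of the ribosomal shares was −1.46, the highest among *Cdk1*, *Cdk4* and *Pkm* was −1.10 and the highest of *Eif5a* and *Ldha* was −1.43. These values argue against such cells as the source.

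*Myc* transcripts were counted in TBGR *C-myc* Δ/ΔCd4 cells. Cells that escaped deletion, such as γδ T cells, are a candidate source. The level was 29.1 CPM (19.8 to 41.3) in 182 cells with a γδ transcript and 14.4 (5.28 to 31.3, 6 transcripts) in 83 other cells. The intervals overlap and an intact allele cannot be told apart from transcripts of a deleted allele that keep their 3′ end.

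*Mki67* was higher in TBGR *C-myc* Δ/ΔCd4 than in TBGR *C-myc* fl/fl CD122-T-bet- cells. In cells without transcripts of γδ or double positive genes, it stood at 247 CPM in 34 TBGR *C-myc* Δ/ΔCd4 and 27.6 in 73 TBGR *C-myc* fl/fl cells, a log2 ratio of 3.16, which argues against such cells as the source. The genotype stays open.

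Among CD122-T-bet- cells, the largest rises from TBGR *C-myc* fl/fl to TBGR *C-myc* Δ/ΔCd4 in genes with at least 100 transcripts and no overlap of libraries were in *Mki67* (2.29 on the log2 scale), *Klf6* (2.16), *Fbxo5* (2.10), *Hmgn2* (1.97) and *Tacc3* (1.90), and the largest falls in *Mapkbp1* (−1.35), *Tmem220* (−1.21), *Rps9* (−1.11), *Aldoa* (−1.02) and *Polr1d* (−0.78).

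Of the marker lists, that of mature T-bet+ IELPs had 6 markers leading a TBGR cluster and that of agonist-selected PD-1+ IELPs 3, and no list had more than 2 leading a cluster of the *C-myc* genotypes. Double positive thymocyte markers led a TBGR cluster with 2 genes, NKT cell and myeloid or dendritic cell markers with 1 each, and γδ T cell, B cell and regulatory T cell markers with none. The sorted TBGR cells themselves express many of these genes. At 10 CPM or more were 8 of 10 double positive, 7 of 8 γδ, 6 of 6 NKT, 1 of 5 B cell, 7 of 7 myeloid, 4 of 5 regulatory T cell, 5 of 6 agonist-selected and 10 of 10 mature T-bet+ IELP markers, so these lists separate most of these types poorly here.

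All 3 mice expressed genes of the Y chromosome, with 174, 49.4 and 106 CPM of *Ddx3y* in CD122-T-bet- cells of the TBGR, TBGR *C-myc* fl/fl and TBGR *C-myc* Δ/ΔCd4 mouse, against at most 2 transcripts of *Xist* in any population.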
